# Genome-Wide Modulation of Gene Transcription in Ovarian Carcinoma Cells by a New Mithramycin Analogue

**DOI:** 10.1371/journal.pone.0104687

**Published:** 2014-08-11

**Authors:** Carolina Vizcaíno, Luz-Elena Núñez, Francisco Morís, José Portugal

## Abstract

Ovarian cancer has a poor prognosis due to intrinsic or acquired resistance to some cytotoxic drugs, raising the interest in new DNA-binding agents such as mithramycin analogues as potential chemotherapeutic agents in gynecological cancer. Using a genome-wide approach, we have analyzed gene expression in A2780 human ovarian carcinoma cells treated with the novel mithramycin analogue DIG-MSK (demycarosyl-3D-β-D-digitoxosyl-mithramycin SK) that binds to C+G-rich DNA sequences. Nanomolar concentrations of DIG-MSK abrogated the expression of genes involved in a variety of cell processes including transcription regulation and tumor development, which resulted in cell death. Some of those genes have been associated with cell proliferation and poor prognosis in ovarian cancer. Sp1 transcription factor regulated most of the genes that were down-regulated by the drug, as well as the up-regulation of other genes mainly involved in response to cell stress. The effect of DIG-MSK in the control of gene expression by other transcription factors was also explored. Some of them, such as CREB, E2F and EGR1, also recognize C/G-rich regions in gene promoters, which encompass potential DIG-MSK binding sites. DIG-MSK affected several biological processes and molecular functions related to transcription and its cellular regulation in A2780 cells, including transcription factor activity. This new compound might be a promising drug for the treatment of ovarian cancer.

## Introduction

Ovarian cancer is an important cause of morbidity and mortality worldwide and the main cause of death among gynecological cancers [1], [2]. Surgery followed by platinum-taxane chemotherapy is the standard treatment for ovarian cancer [3]. Despite improvements in complete clinical remission and progression-free survival, resistance to chemotherapy presents a major problem in the treatment of ovarian cancer and a contributing factor in cancer-associated mortality [1]–[3]. Therefore, given that ovarian cancer shows a high risk of relapse, it seems necessary to improve the efficacy of novel targeted therapies [4].

Regulation of gene transcription is often a central point in oncogenic signaling [5]. In ovarian cancer, an integrated genomic analysis has been undertaken [6], and there have been intents to assess the association between transcription, overall survival and response to chemotherapy [7], [8]. In this context, identifying transcription factors that are involved in tumorigenesis and cancer progression may provide us with targets for chemotherapeutic intervention based on small compounds [5], [9]. Although targeting transcription factors and their interactions with gene promoters is a difficult approach, it is nowadays considered an attainable goal [5], [9]. In fact, many clinically useful agents, such as the anthracyclines doxorubicin and daunorubicin, several alkylating agents and mithramycin A, can regulate gene expression by binding to C+G-rich DNA sequences recognized by the Sp-family of transcription factors, thus abrogating the transcriptional activity of genes essential for cancer cell growth [9], [10]. Ovarian cancer cells over-express several genes that contribute to tumor development [6], [11]–[15]. In many cases, these genes are activated by Sp1 [16]–[18] and/or by other transcription factors [7], representing potential targets for therapeutic intervention.

Mithramycin A (MTA) is an aureolic acid-type polyketide antibiotic produced by various species of *Streptomyces* [19]. It has been used in the treatment of Paget’s disease and advanced testicular carcinoma, but it showed numerous toxic side effects which have limited its clinical use [20]. At the molecular level, the activity of MTA and several of its analogues has been associated with their ability to bind to C/G-rich regions within the DNA minor groove [21]–[23], and references therein. At present, MTA is the subject of ongoing clinical trials in Ewing sarcoma (http://www.ClinicalTrials.gov; Identifier: NCT01610570) and lung, esophagus and other chest cancers (http://www.ClinicalTrials.gov; Identifier: NCT01624090), indicating a renewed interest in this kind of compounds for clinical cancer treatment.

The genetic organization of the MTA biosynthesis gene cluster has been studied in detail, and the MTA biosynthetic pathway used to produce new compounds with enhanced biological characteristics [19], [21], [24]–[26]. New mithramycin analogues bearing both lower toxicity and higher biological activity are now available, providing new possibilities for therapeutic application [18], [19], [25]. MTA and its analogues tested to date can inhibit transcription both *in vivo* and *in vitro* by interfering with protein-DNA interactions, especially the inhibition of Sp1-dependent transcription [17], [18], [27]–[29]. Recently, a new analogue named DIG-MSK (demycarosyl-3D-β-D-digitoxosyl-mithramycin SK; EC-8042) (Fig. 1) has been obtained and characterized [25]. DIG-MSK shows *in vivo* and *in vitro* antitumor activities similar to other novel analogues like the structurally related MSK, but DIG-MSK is 10-fold less toxic *in vivo* than MTA and 25% less toxic than MSK [25]. Remarkably, the single maximum tolerated dose of DIG-MSK in mice is the highest among the mithramycin analogues [25]. DIG-MSK inhibits the growth of HCT-116 human colon carcinoma cells, where it inhibits the interaction between transcription factors and DNA [29]. Moreover, the *in vivo* evaluation of DIG-MSK antitumor activity by hollow fiber assays indicates that it is a promising antitumor drug against ovarian cancer, among other neoplasms [25].

**Figure 1:**
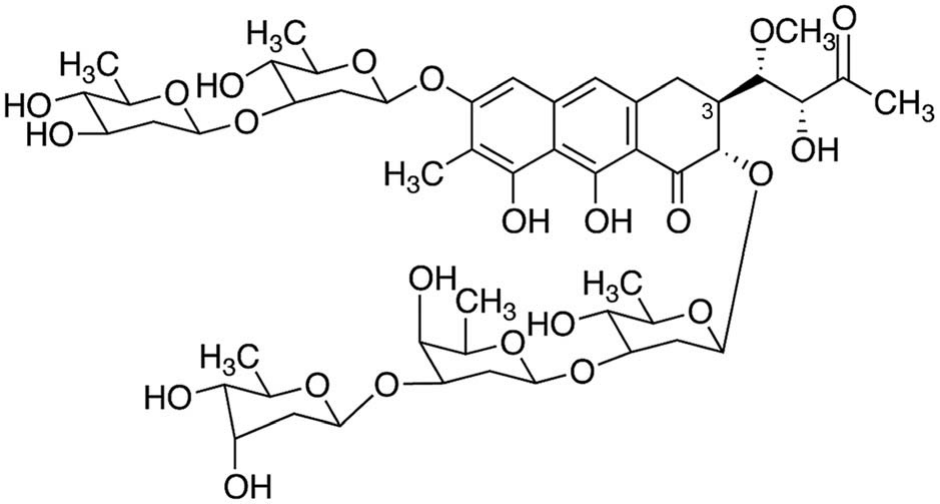
Chemical formulae of the mithramycin analogue DIG-MSK (demycarosyl-3D-β-D-digitoxosyl-mithramycin SK). DIG-MSK differs from the parental mithramycin A in the side chain linked to C-3 and the distal sugar in the trisaccharide moiety.

Using A2780 human ovarian carcinoma cells, we sought to characterize the effects of the mithramycin analogue DIG-MSK on transcription through a genome-wide analysis of changes in gene expression. As expected, we observed this compound reduced the expression of a variety of genes, many of which have been related with ovarian cancer progression, but also up-regulates the expression of other genes, consistent with the stress response that chemotherapeutic drugs can produce in treated cells. We postulate that the effects of DIG-MSK on gene transcription are mainly due to interference with the binding of Sp1 to its putative binding sites in gene promoters, yet we also observed that other transcription factors were modulated by the drug in their binding to gene promoters, in keeping with our previous observations in colon carcinoma cells [29]. Besides, several biological processes and molecular functions related to transcription and its cellular regulation, including transcription factor activity, were significantly influenced by DIG-MSK in A2780 cells.

## Materials and Methods

### Cell culture and drug treatments

A2780 human ovarian carcinoma cells were growth in RPMI 1640 medium (Life Technologies) supplemented with 10% fetal bovine serum (Life Technologies), 100 U/ml penicillin, 100 µg/ml streptomycin and 2 mM sodium pyruvate at 37°C in a humidified atmosphere with 5% CO_2_.

Demycarosil-3D-β-D-digitoxosyl mithramycin SK (DIG-MSK; EC-8042) (Fig. 1) was isolated and purified (HPLC≥97%) from the producer *Streptomyces* species as described elsewhere [25]. Stocks of DIG-MSK were prepared as 1 mM solutions in sterile 150 mM NaCl, maintained at −20°C, and brought to the final concentrations just before use. Exponentially growing cells subcultured at a density of 2.5×10^4^ cells/ml were grown in the presence of several concentrations of DIG-MSK in the nanomolar range.

### Assessment of cell proliferation and viable cell number

The capacity of DIG-MSK to interfere with the growth of A2780 cells proliferation was determined by the MTT assay using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium (Sigma, St. Louis, MO) as described elsewhere [30]. Briefly, cells subcultured at a density of 2.5×10^4^ cells/ml were incubated with a nanomolar range of drug concentrations at 37°C for 72 h, and MTT was added to each culture. Viable cell number was determined at different intervals based on the exclusion of Trypan blue dye and a hemocytometer.

### RNA preparation

Cell lysates were prepared from A2780 human ovarian carcinoma cells treated in triplicate with 8 nM or 80 nM DIG-MSK –see Results about how these drug concentrations were selected–, and from untreated cells. RNA was isolated from those independent biological replicates by using the Ultraspec RNA reagent (Biotecx) following the manufacturer’s recommendations. RNA was digested with RNAse-free DNAse I (Roche Diagnostics) in the presence of RNasin (Promega), phenol extracted and precipitated, and the pellets were dissolved in RNAse-free water. RNA was quantified using a NanoDrop spectrophotometer, and the integrity of total RNA monitored with an Agilent 2100 Bioanalyzer. All samples showed a RIN higher than 7.

### Microarray analysis

Total RNAs (0.2 µg) from each sample (biological replicates) were amplified, labeled and hybridized to a SurePrint G3 Human Gene Expression Microarray (Agilent, ID 028004). RNA labeling was performed with the Low Input Quick Amp Labeling kit (Agilent) following the manufacturer’s protocol. Oligoarray hybridization buffer (In Situ Hybridization Kit Plus (Agilent)) was added afterwards, and samples applied to microarrays enclosed in Agilent SureHyb-enabled hybridization chambers. Images of the microarrays were acquired using a G2505C Scanner (Agilent). Background subtraction and locally weighted scatterplot smoothing (lowess) normalization were performed using the Feature Extraction Software v. 10.7.3.1 (Agilent). Arrays were processed at Bioarray SL (Elche, Spain). All statistical and differential expression analyses were carried out with an empirical Bayes approach on linear models using the Limma package from Bioconductor (http://www.bioconductor.org/). Gene expression was considered up- or down-regulated when it changed ≥1.5-fold (up-regulated) or ≤0.67-fold (down-regulated) and statistically significant (*p*<0.05). The microarray data can be accessed at the Gene Expression Omnibus (GEO) database: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46926.

### Validating microarray data by qRT-PCR

An aliquot of the RNA preparations from untreated and drug-treated samples used in the microarray analysis were saved for validation by qRT-PCR. RNAs from each experimental condition were pulled together and analyzed in three independent quantifications. First strand cDNAs were synthesized from DNAse I-treated total RNA. The qRT-PCR reactions were performed in triplicate in a Roche LightCycler 480, using the SYBR-Green PCR Master Mix (Roche Diagnostics), and the primers shown in Table S1. PCR conditions included an initial denaturation step at 95°C for 10 min, followed by 45 cycles of a denaturation step at 95°C for 15 s and an annealing/extension step at 60°C for 1 min. A final dissociation curve was generated to verify that a single product was amplified. Reactions in the absence of template and in the absence of enzyme were also included as negative controls. Fold changes between treatments were determined by the ΔCt method [31], using the expression of the housekeeping *GAPDH* gene for data normalization.

### Gene Ontology (GO) analysis

Functional classification of the genes down-regulated upon treatment with DIG-MSK (≤0.67-fold change) in *Biological Process* and *Molecular Function* categories was performed by comparison with the list of all the genes studied by using PANTHER v.7 (http://www.pantherdb.org/tools/), which uses the binomial test for assessing statistical significance [32].

### Identification of transcription factors associated to genes affected by DIG-MSK

The Transcription Element Listening System (TELiS) [33] was used to analyze the prevalence of transcription factor-binding motifs, among the promoters of genes down-regulated upon exposure to DIG-MSK. The *Incidence analyses,* provided by the software, indicated genes bearing at least one binding site for a particular transcription factor that were present in a greater fraction of differentially expressed genes than in the sampling frame as a whole. This binary analysis was executed online as an exact binomial test at http://www.telis.ucla.edu/index.php?cmd=transfac; using default parameters (promoter size “−600” and stringency setting “0.9”). Consensus sequences corresponding to transcription-factor binding sites were located in the promoter regions of the genes down-regulated by DIG-MSK through multiple comparative analysis, and retrieved using TELiS.

Consensus transcription factor binding sites were identified using both the JASPAR database (http://jaspar.genereg.net/cgi-bin/jaspar_db.pl) and MatInspector 8.0 (Genomatix Software Suite).

An enrichment analysis was performed using Enrichr [34] to obtain an unbiased identification of whether genes down-regulated by DIG-MSK were among those described to be up-regulated in A2780 human carcinoma cells, thus they participate in the characteristics of A2780 transformed state. A list consisting of down-regulated genes (≤0.67-fold, *p*<0.05) was uploaded at: http://amp.pharm.mssm.edu/Enrichr, where it was compared with the Cancer Cell Line Encyclopedia [35]. The Fisher’s exact test, provided by Enrichr [34], was used to assess the statistical significance of the overlap between the input list and genes overexpressed in A2780 cells.

### Hierarchical clustering of selected data

Logarithmic (log_2_) values of the normalized expression ratios (treated *versus* untreated cells) were hierarchically clustered using the TIGR-MeV program [36], based on the Pearson correlations. A comparison was undertaken with the total of genes differentially expressed by 8 and 80 nM DIG-MSK for bibliographic co-citations, pathways and diseases (MeSH terms) in the Genomatix Pathways System (GePS) platform included in the Genomatix Software Suite (http://www.genomatix.de/solutions/genomatix-software-suite.html). A set of 32 genes was selected from the genes modulated by both 8 nM and 80 nM DIG-MSK in A2780 cells, filtered by *Diseases (MeSH) and Ovarian neoplasm* by using GePS in the Genomatix Software Suite, and for the presence of consensus Sp1 binding sites in their promoters using TELiS [33]. Details on the whole procedure are provided in Results.

#### Cell cycle analysis by flow cytometry

A2780 cells treated with DIG-MSK and untreated, control, cells were harvested at different periods of time, fixed with 70% ethanol, and stained with PI (propidium iodide, Sigma) as described elsewhere [30]. Nuclei were analyzed with a Coulter Epics-XL flow cytometer (Coulter Corporation), using the 488 nm line of an argon laser and standard optical emission filters.

### Assessment of the mechanisms of cell death

Apoptosis was quantified and distinguished from necrosis by using the Annexin-V-Fluos staining kit (Roche Diagnostics) and flow cytometry in a Coulter Epics-XL flow cytometer (Beckman Coulter).

### Western analysis

Protein was extracted from A2780 cells treated with 80 nM DIG-MSK and from untreated cells. About 20 µg of denatured proteins were subjected to electrophoresis on SDS-polyacrylamide gels, blotted onto Optitran BA-S85 membranes (Schleicher & Schuell), probed with specific antibodies: p21^WAF1^ (Calbiochem,), p53 (Santa Cruz), Sp1 (Santa Cruz), Sp3 (Santa Cruz), and GAPDH (Sigma), incubated with secondary antibodies (Jackson ImmunoResearch), and detected by chemiluminescence using the Immobilon Western HRP Substrate (Millipore).

### Chromatin immunoprecipitation (ChIP)

For chromatin immunoprecipitation (ChIP), about 10^7^ A2780 cells either untreated or treated with 80 nM DIG-MSK for 24 h were cross-linked with 1% formaldehyde for 10 min. After quenching formaldehyde, cells were collected, lysed, and washed with cold PBS. Chromatin was re-suspended in 4 ml of a buffer consisting of 1 mM EDTA, 0.1% SDS, 10 mM Tris-HCl (pH 7.4), containing protease inhibitors, and sonicated in a Bioruptor (Diagenode) for 25 min to obtain 200–500 bp fragments. Cross-linked chromatin was pre-cleared with 40 µl Dynabeads-Protein A (Invitrogen) and then immunoprecipitated with anti-Sp1 antibody (H-225X, Santa Cruz) in RIPA buffer (140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, 10 mM Tris-HCl (pH 8.0), and protease inhibitors) using 30 µl of pre-blocked Dynabeads-Protein A (Invitrogen). As a negative control, mock immunoprecipitations were carried out using rabbit IgG (Thermo Scientific). Subsequently, cross-links were reversed and DNA purified. qRT-PCR was performed on ChIP material using the primers for *XIAP, CRABP1, MDK, KCNMA,* and a *GAPDH* coding region lacking Sp1 binding sites –negative control– shown in Table S1, and the experimental conditions described above.

## Results

### DIG-MSK inhibits the proliferation of A2780 human ovarian carcinoma cells

Antiproliferative effects of nanomolar concentrations of DIG-MSK on A2780 cells were evaluated after 72-h continuous treatments (Fig. 2). From the plot in Fig. 2, we calculated the IC_50_ (drug concentration required to inhibit cell growth by 50%) and IC_75_ values (drug concentration required to inhibit cell growth by 75%) to be 4.25±0.39 nM and 7.44 ±0.12 nM, respectively. Moreover, the assessment of the reduction in viable cell number indicated that 8 nM DIG-MSK (∼its IC_75_ at 72 h) produced around 4% cell death at 24 h, which reached 9% in 72-h treatments. Besides, 80 nM DIG-MSK (i.e. 10-fold the IC_75_ concentration measured after 72-h treatments) produced ∼16% death after 24 h and 90% after 72-h treatments.

**Figure 2:**
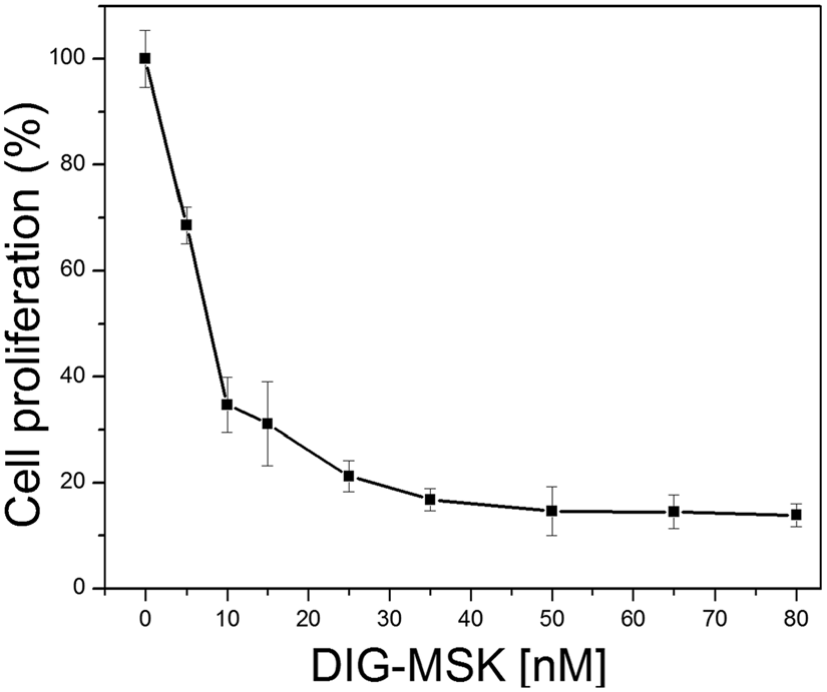
Assessment of cell proliferation. Effects of DIG-MSK on the proliferation of A2780 human ovarian carcinoma cells after 72-h continuous treatments. Data are mean ± SEM from 6 independent experiments.

### DIG-MSK modulates gene expression in A2780 cells

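A2780 is an established line of human ovarian carcinoma cells, and DIG-MSK is a derivative of the antibiotic mithramycin A, which binds the minor groove of C/G-rich DNA. RNA was prepared from 3 untreated cultures, 3 cultures treated with 8 nM DIG-MSK and 3 treated with 80 nM DIG-MSK, and each preparation was labeled with a single dye and hybridized to an array of its own. An array held 62976 spots, of which 4259 were controls, and the other spots carried 42405 different gene probes. The authors used Feature Extraction 10.7.3.1 to subtract the background of each spot, and its processed intensity, which is not yet scaled between arrays, is the value used here. Each intensity was converted to log2 and the 75th percentile of its array was subtracted, so that a level is a log2 value relative to that percentile. The number of probes well above background lay between 26385 and 26978 on the untreated arrays (median 26537), between 24814 and 26312 on the 8 nM arrays (median 26008) and between 25161 and 27151 on the 80 nM arrays (median 26452). The number of arrays, 3 per group, limits the precision of every value. Correlations between arrays of one group lay between 0.9891 and 0.9957 across genes. Probes well above background on all 3 arrays of at least 1 group were kept, which left 26457 probes. When several probes of a gene passed, the probe with the highest mean level over the 9 arrays stood for it, which left 21832 genes. Of these, 13998 had a gene symbol, 3829 were long intergenic RNA features (lincRNA) and 4005 had only another accession. The probes are listed by accession without a position for the transcripts that have a symbol, so genes are given by their symbol and, where they are first described in detail, their RefSeq accession. Groups were compared with limma over all 9 arrays, and a gene was called up-regulated at 1.5-fold or more and down-regulated at 0.67-fold or less with an unadjusted p under 0.05, as in the study's methods, with Benjamini-Hochberg adjusted values beside these. For a probe that was not well above background on any array of a group, only a bound is given: its mean in the brighter group is set against the mean, over the arrays of the dimmer group, of the higher of the lowest signal among probes well above background and the probe's own signal. The untreated and the 8 nM arrays lay on slide 1 and were scanned together, whereas the 80 nM arrays lay on slide 2, which was scanned months later. The paper does not state whether the cultures of the 2 slides were grown in parallel. The effect of 80 nM DIG-MSK and a difference between the slides therefore cannot be told apart by any fit to these arrays.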

We analyzed the effects of 8 and 80 nM DIG-MSK on gene expression in A2780 human ovarian cancer cells after 24-h treatments. These sub-lethal concentrations were selected from the analysis of cell proliferation (Fig. 2) and viability by Trypan blue exclusion by living cells. The supporting microarray data have been submitted to the GEO repository (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46926). 

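At 8 nM DIG-MSK, 928 of the 21832 genes tested were up-regulated and 620 down-regulated by the study's rule, 1548 in all, or 7.09% of the genes. With Benjamini-Hochberg adjustment of the limma p-values, 810 genes were up-regulated and 309 down-regulated. The median size of the change over all genes was 0.194 on the log2 scale. With a normexp model fitted to the raw signals in place of the processed intensity, 448 genes were up-regulated and 300 down-regulated. The number of down-regulated genes rested on 1 array, since it rose to 1120 without replicate 1 at 8 nM. Genes were ranked only if they were well above background on all arrays of both groups compared; some others had larger estimated changes but were near or below background in a group. The largest increases among ranked genes whose 3 treated arrays all lay above the 3 untreated arrays were found in SAA2 (NM_030754), with a log2 change of 3.39 (standard error 0.21, adjusted p = 6.6e-05 from limma with Benjamini-Hochberg adjustment), CCDC13, HES2, SAA1 and MYBPHL, whose changes lay between 2.56 and 2.88. Of the ranked genes, expression fell most for MAD1L1 (NM_003550), with a log2 change of -1.90 (standard error 0.09, adjusted p = 1.6e-05 from the same test), followed by RPL22L1, LYNX1-SLURP2, ACTL8 and RPTOR, with changes of -1.53, -1.43, -1.39 and -1.29. The change of LYNX1-SLURP2 lay between -1.80 and -1.10 with each array left out in turn and lost significance in 4 of the 9 cases. A further probe of ACTL8 fell to a like extent at this dose, with a change of -1.27, but had a change of -0.12 at 80 nM against -1.23 for the probe used.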

After 24-h continuous treatments, 8 nM DIG-MSK affected the expression of 667 genes (1.5-fold; *p*<0.05), of which 160 were down-regulated (Fig. 3A). 

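On the arrays of cells treated with 80 nM DIG-MSK, 4104 genes were up-regulated and 3561 down-regulated against untreated cells by the same rule, a total of 7665, or 35.1% of the genes tested. After Benjamini-Hochberg adjustment limma called 4017 genes up-regulated and 3481 down-regulated. The median size of the change was 0.419 on the log2 scale. Untreated arrays correlated with 80 nM arrays at 0.9428 to 0.9497 across genes and with 8 nM arrays at 0.9825 to 0.9905, but only the latter comparison was made within 1 slide. The total was lowest, 4752, with normexp background correction, and with the authors' own normalized values it was 5719. Among genes with a symbol that were well above background on all untreated and 80 nM arrays, the largest increase was that of VCAN (NM_004385), with a log2 change of 4.36 (standard error 0.19, adjusted p = 6.3e-07 from limma with Benjamini-Hochberg adjustment), and CNDP1, TECRL, RGCC and CEROX1 followed with changes of 4.31, 4.21, 4.00 and 3.96. SHISA3 (NM_001080505) showed the largest decrease measured on both sides, with a log2 change of -7.05 (standard error 0.10, adjusted p = 4.5e-09 from the same test), ahead of CCR1, CRABP1, KIF1A and DLK1. CCR1 and KIF1A changed by -6.36 and -6.23. The probes of DLK1 fell by different amounts, with changes of -5.91 and -1.67.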

At the same threshold, 80 nM DIG-MSK affected 4889 transcripts, of which 2503 were down-regulated. 

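Of the 7665 genes called at 80 nM DIG-MSK, 46.5% were down-regulated, and of the 1548 called at 8 nM, 40.1%. The split depends on how arrays are scaled to each other. With the arrays scaled to their spike-in controls, control RNAs meant to be added in equal amounts to each labeling reaction, 72% of the genes called at 80 nM were down-regulated, in place of 46.5%, and 78.7% of those called at 8 nM were up-regulated, in place of 59.9%. That scaling moved the median change of all genes at 80 nM from 0.08 to -0.20 on the log2 scale. With the authors' quantile-normalized values, 50% of the genes called at 80 nM were down-regulated.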

Most of the genes showing altered expression were down-regulated by the higher concentration. Besides, 105 genes showed down-regulated gene expression at both concentrations (intersection in the Venn diagrams in Fig. 3A).

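In the arrays, 311 genes were down-regulated and 426 up-regulated at both concentrations, and 168 and 367 when both changes had to pass the adjusted threshold. Of the 928 genes up-regulated at 8 nM, 426 were also up-regulated at 80 nM, 336 were not called there and 166 were down-regulated. Of the 620 down-regulated at 8 nM, 311 were also down-regulated at 80 nM, 262 were not called and 47 were up-regulated. Both comparisons use the same 3 untreated arrays, which alone makes changes coincide, so treated groups with no change were simulated against shared controls. Over 50 simulations, 19.6 genes on average were called down-regulated at both concentrations, at most 33, and 18.5 up-regulated, at most 28, but these groups had few calls at either concentration. If the calls observed at the 2 concentrations were independent of each other, 101 genes would be down-regulated at both and 174 up-regulated, before any effect of the shared controls. The correlation across genes of the changes at the 2 concentrations was 0.205, and genes are not independent replicates. Unchanged groups gave 0.496 on average through the shared controls alone. Those groups had no changes of their own, so 0.496 is no baseline for 0.205. With the 8 nM arrays set against 2 untreated arrays and the 80 nM arrays against the other one in turn, the correlation was 0.150 on average. In these fits 67% of the genes called at 8 nM moved the same way at 80 nM on average, where 51% would by chance. Like positions of the treated arrays on their slides could add to both values. Leaving out replicate 1 at 8 nM raised the number of genes down-regulated at both concentrations to 543. The paper proposes that low concentrations of DIG-MSK act on a relatively small number of genes and higher ones on a larger number, which augments cell death.

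**Figure D1:**
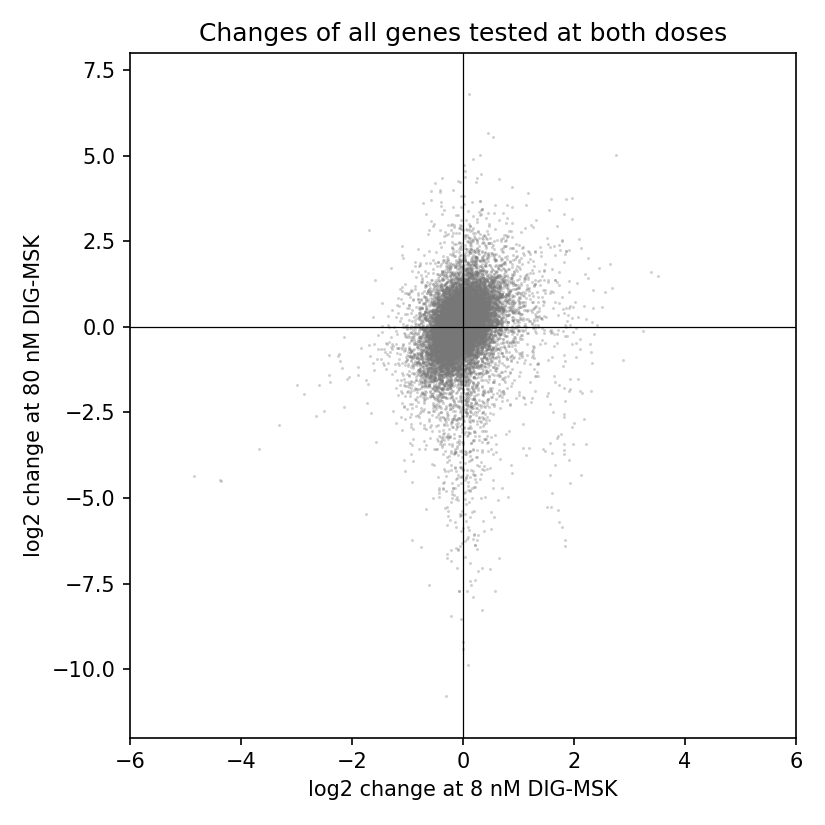
Log2 change of each gene tested at 8 nM DIG-MSK (horizontal axis) against its log2 change at 80 nM DIG-MSK (vertical axis), both relative to untreated cells. The correlation across genes is 0.205, and the points spread further along the 80 nM axis than along the 8 nM axis.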

**Figure 3:**
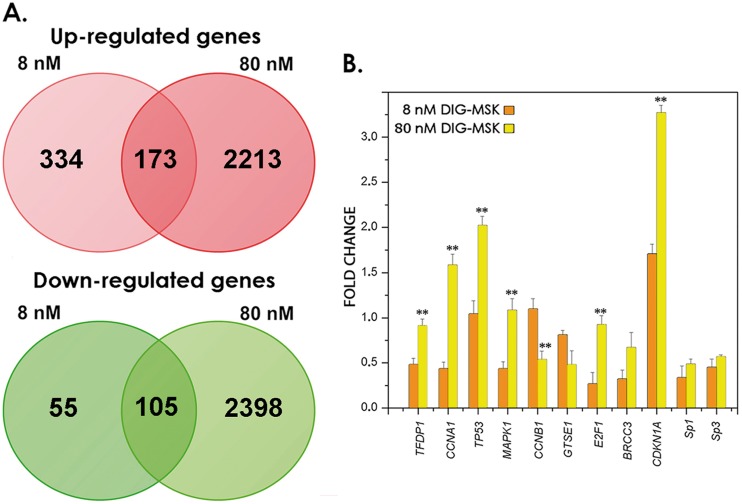
Analysis of gene expression in A2780 cells treated with DIG-MSK. (A) Venn diagrams representing genes affected, either up-regulated or down-regulated in microarray analysis by treatments with 8 nM or 80 nM DIG-MSK (1.5-fold changes, *p*<0.05). Numbers inside the intersections correspond to genes influenced by both drug concentrations. (B) Quantitative real-time PCR measurements of a set of genes selected among those differentially expressed in A2780 cells treated with DIG-MSK. Compared to untreated cells, the expression of all these genes changed significantly upon treatment (*p*<0.05). Histograms represent mean ± SD from 3 independent experiments (**p<0.01, Student’s t-test comparison between treatments with either 8 nM or 80 nM DIG-MSK).

We sought independent validation by qRT-PCR of the DIG-MSK effects on gene expression. We selected 11 transcripts, that have been reported to be challenged by DIG-MSK in a different cancer cell type [29]. The genes analyzed by qRT-PCR are also related to ovarian cancer [6] and/or contain putative Sp1-binding sites. 

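The array levels of the genes of the qRT-PCR panel come from the same RNA preparations, hybridized one by one, whereas the PCR used a pool per condition. TFDP1 (NM_007111) had a log2 change of -0.41 at 8 nM (standard error 0.07, adjusted p = 0.0074 from limma with Benjamini-Hochberg adjustment) and of 0.38 at 80 nM (adjusted p = 0.0017 from the same test). Its other probe gave -0.79 and -0.22, and the mean of both probes gave a change of 0.08 at 80 nM, which no longer passed the threshold. E2F1 (NM_005225) had changes of -0.67 at 8 nM (adjusted p = 0.0086) and -0.42 at 80 nM (adjusted p = 0.015, limma), the former 1.59-fold and past the fold limit; without replicate 1 at 80 nM the latter did not pass (adjusted p = 0.054). GTSE1 changed by -0.40 and -0.47 (adjusted p = 0.0062 and 0.00036, limma), with all 3 treated arrays below the untreated arrays at each concentration but under the fold limit. CCNB1 changed by -0.30 at 8 nM (adjusted p = 0.018) and -0.11 at 80 nM (adjusted p = 0.16). Its 8 nM value lost significance under several settings, among them without untreated replicate 1, where limma gave adjusted p = 0.051. For BRCC3 the changes, -0.30 and -0.21, had adjusted p = 0.087 and 0.11, and another of its 3 probes gave -0.63 and -0.99; the mean of its probes changed by -0.42 and -0.46 and passed at both concentrations. CCNA1 is not analysed here. The reference gene GAPDH (NM_002046) changed by 0.02 and -0.03 with the arrays scaled to their 75th percentile, and by -0.31 at 80 nM with the arrays scaled to the spike-in controls (adjusted p = 0.7 and 0.28 at 80 nM, limma).

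**Figure D2:**
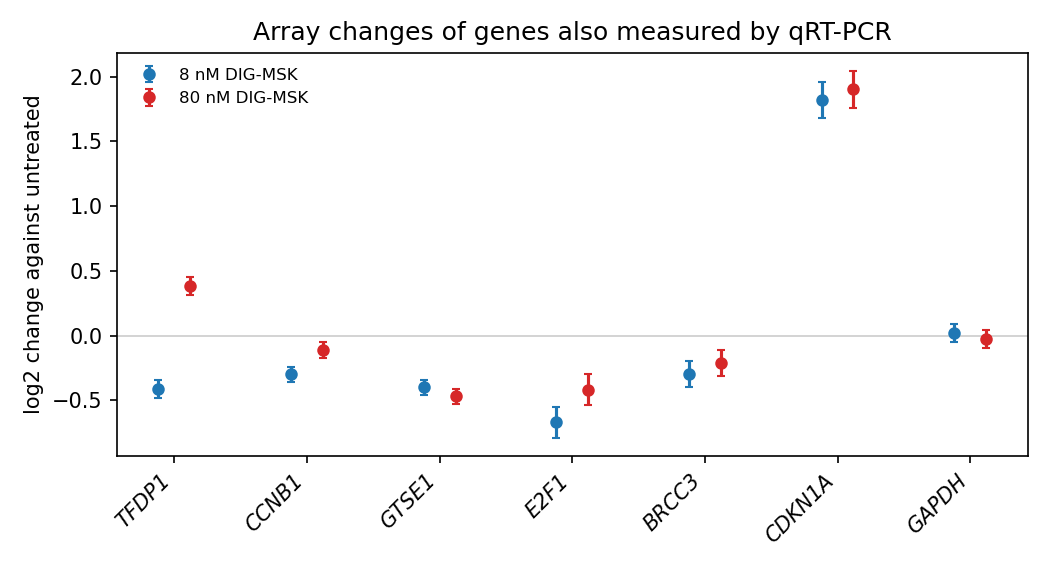
Log2 change against untreated cells for genes of the qRT-PCR panel on the arrays, at 8 nM and 80 nM DIG-MSK; points are limma estimates and bars are standard errors, from 3 arrays per group. CDKN1A lies above the other genes at both concentrations, at 1.82 and 1.90, and TFDP1 lies below 0 at 8 nM and above 0 at 80 nM.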

We observed substantial changes in gene expression upon treatment with DIG-MSK (Fig. 3B), in keeping with the microarray data, although for some transcripts the changes were less pronounced. Compared to control, untreated, cells those changes were statistically significant (p<0.05). Moreover, for several genes, differences between the effects of 8 nM and 80 nM DIG-MSK (Fig. 3B) were highly significant (p<0.01).

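On the arrays the difference between the 2 concentrations was tested directly, by the contrast of 80 nM minus 8 nM in limma with Benjamini-Hochberg adjustment. TFDP1 was higher at 80 nM by 0.79 on the log2 scale (adjusted p = 3.3e-05) and CCNB1 by 0.19 (adjusted p = 0.031). For E2F1, GTSE1 and BRCC3 the differences were 0.25, -0.08 and 0.10, with adjusted p = 0.095, 0.35 and 0.44. The 2 concentrations lay on different slides, so these values carry any difference between the slides.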

### Gene Ontology (GO) of genes differentially expressed upon treatments with DIG-MSK

Table 1 classifies down-regulated genes in gene ontology (GO) classes. This table also provides a statistical estimate of the overrepresentation of a given functional class. DIG-MSK affected a variety of biological routes, including genes related to transcription regulation and metabolic cellular processes. 

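The PANTHER classes themselves were not analysed here; genes were assigned to a class of transcription factors by their symbols (ZNF, HOX, FOX, SOX, E2F, KLF, GATA, TCF, NFI and SP families), which gave 513 of the genes tested. At 80 nM DIG-MSK, 114 of these were down-regulated, 22.2% against 16.2% of the other genes, an odds ratio of 1.48 (Fisher's exact test, 2-sided, p = 0.000434). The other genes include features without a symbol, which the class cannot hold. Of all genes with a symbol, 2349 of 13998 were down-regulated at 80 nM, and of the lincRNA features 492 of 3829. Of the same class 61 genes were up-regulated, 11.9% against 19% of the others (Fisher's exact test, 2-sided, p = 2.77e-05). The median log2 change of the class was -0.13, with a median of 0.08 for all genes, and a test that allows for correlation between genes (camera, estimated correlation 0.0129) gave p = 0.0524. With the 411 zinc finger genes of the ZNF family alone the odds ratio was 1.21 (Fisher's exact test, p = 0.138). None of the 84 genes of cytosolic ribosomal proteins was down-regulated, 0% against 16.4% of the other genes (Fisher's exact test, 2-sided, p = 6.89e-07), and 2 were up-regulated, 2.38% against 18.9% (p = 8.37e-06). These ribosomal genes moved together, with an estimated correlation of 0.735, and camera gave p = 0.717 for the class.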

*Molecular function* and *biological processes* GO categories highlighted the presence of genes involved in transcription regulation and nucleic acids metabolism among the genes affected by 80 nM DIG-MSK, which suggested that DIG-MSK alters the expression, or binding activities, of a variety of transcriptional factors. A similar analysis was undertaken using the results of the treatment with 8 nM DIG-MSK (Table 2). In this case, both the number of genes and the GO categories represented significantly (*p*<0.05) were smaller, indicating a dose-dependent response to the drug.

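At 8 nM DIG-MSK, 16 of the 513 transcription factor genes were down-regulated, 3.12% against 2.83% of the other genes, an odds ratio of 1.1 (Fisher's exact test, 2-sided, p = 0.685; camera, p = 0.329), and 13 were up-regulated. Of the ribosomal protein genes 1 was down-regulated and 1 up-regulated. Features without a symbol were down-regulated more often at 8 nM: 156 of 3829 lincRNA features and 163 of 4005 with only another accession. Of the genes with a symbol, 301 of 13998 were. This background lowers the odds ratio of 1.1, and a comparison with symbol genes alone was not made. The odds ratios at the 2 concentrations thus cannot be set side by side, and their difference was not tested.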

**Table 1:** Gene Ontology (GO) categories affected by 80 nM DIG-MSK.

GO categories^a^	AgilentMicroarray(Ref. list)	Number ofdown- regulatedgenes	Number ofexpectedgenes	*p*-value^b^
***Biological process***				
Nucleobase, nucleoside, nucleotideand nucleic acid metabolic process	3101	571	385.44	4.69E-21
Transcription	1879	381	233.55	3.02E-19
Transcription from RNA polymeraseII promoter	1874	380	232.93	3.44E-19
Regulation of transcription from RNApolymerase II promoter	1493	306	185.57	1.54E-15
Primary metabolic process	6704	978	833.27	2.18E-08
Metabolic process	7060	1010	877.51	7.65E-07
System development	1167	212	145.05	6.27E-06
Establishment or maintenanceof chromatin architecture	228	58	28.34	9.58E-05
Organelle organization	253	60	31.45	5.42E-04
Developmental process	2022	317	251.32	1.96E-03
Cellular process	5081	713	631.54	1.29E-02
***Molecular function***				
Binding	5511	915	684.98	2.71E-23
DNA binding	2041	417	253.68	4.42E-22
Nucleic acid binding	3196	581	397.24	2.60E-20
Transcription factor activity	1817	364	225.84	1.77E-17
Transcription regulator activity	1817	364	225.84	1.77E-17
Transcription cofactor activity	162	44	20.14	3.74E-04
Structural constituent of ribosome	176	5	21.88	2.34E-03

a The GO analysis was undertaken on down-regulated genes by PANTHER 7.0.

b Binomial test.

**Table 2:** Gene Ontology (GO) categories affected by 8 nM DIG-MSK.

GO categories^a^	AgilentMicroarray(Ref. list)	Number ofDown- regulatedgenes	Number ofexpected genes	*p*-value^b^
***Biological process***				
Nucleobase, nucleoside,nucleotide and nucleic acidmetabolic process	3101	48	25.03	4.33E-4
Cell cycle	10.85	22	8.76	1.06E-02
Primary metabolic process	6704	74	54.11	7.69E-02
***Molecular function***				
Binding	5511	75	44.48	1.17E-05
DNA binding	3196	50	25.79	1.49E-04

a The GO analysis was undertaken on down-regulated genes by PANTHER 7.0.

b Binomial test.

### Identification of transcription factors associated with genes down-regulated by DIG-MSK

Given that the mithramycin analogues can be *in vivo* and *in vitro* inhibitors of gene transcription through direct competition with proteins for binding to DNA, we explored whether among transcription factors that recognize gene promoters there was an ‘enrichment’ in their putative binding sites in the promoters of down-regulated genes. This might explain the repression of gene expression by DIG-MSK. Drug-repressed genes encompassed in their promoters a higher proportion of binding sites for several transcription factors than it was expected to occur by simple chance (Table 3). Sp1 had the highest representation among the transcription factors, in line with DIG-MSK effects on Sp1-activated gene expression in human colon carcinoma cells [29], and consistent with the fact that Sp1 and the mithramycin analogues bind preferentially to C/G-rich regions in DNA. Other transcription factors that bind to G+C sequences and participate in the control of gene expression during cancer development, such as EGR2, N-Myc, or E2F, were among the more represented factors (Table 3).

**Table 3:** Transcription factors whose consensus binding sequences are over-represented in the promoter region of genes down-regulated by either 8 nM or 80 nM DIG-MSK in A2780 human ovarian carcinoma cells.

Transcriptionfactor		8 nM		80 nM	
	Consensus sequence^a^	Observed genesAG: 81^b^	Incidence	Observed genesAG: 1262^b^	Incidence
			*p*-value^c^		*p*-value^c^
**CREB**	GGTGACGTAAGG	19	1.0E-03	190	1.0E-10
**EGR1**	ATGCGTGGGCGT	//	//	20	2.2E-03
**EGR2**	A/TTGCGTGGGCGT	//	//	31	1.0E-10
**EGR3**	ATGCGTGGGCGT	3	4.5E-02	21	1.3E-02
**E2F**	TTTC/GGCGC	8	2.3E-02	66	2.0E-04
**NF-kB**	GGGGACTTTCCA	18	1.4E-01	218	6,90E-03
**N-Myc**	TCCCACGTGTCA/C/G	20	1.8E-03	198	4.0E-04
**MAX**	AAAA/CCACGTGGTTT	13	4.9E-02	149	1.2E-02
**USF**	GTCACGTGGC	51	1.3E-02	//	//
**Sp1**	A/GGGGGGCGGGGCC	68	2.8E-07	816	1.0E-10

a According to TELiS database (http://www.telis.ucla.edu/).

b AG: Number of genes analysed.

c Ranking according to the *p*-value (*p*<0.05) in incidence analyses.

//These transcription factors were not enriched in the promoters.

### Clustering and gene network analyses reveal peculiarities in the effect of DIG-MSK on ovarian carcinoma cells

The effects of DIG-MSK on gene expression were also examined by clustering analysis of a selected set of genes. A hierarchical clustering, based on Pearson correlation coefficients, of 32 differentially expressed genes is shown in Fig. 4A. This set of genes was obtained after filtering the 278 up- and down-regulated genes influenced by both DIG-MSK concentrations (intersections in the Venn diagrams shown in Fig. 3A) using the Genomatix Pathway System (GePs). GePs identified 72 genes as belonging to “Ovarian Neoplasm” category within “Diseases/MeSH”. Ten of these genes were eliminated from the following analysis because their interaction with others was not evident. 

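Table S2 lists these 72 genes, and 68 of them were matched to genes tested on the arrays. By the study's rule, 40 were up-regulated and 12 down-regulated at both concentrations, 52 in all; none changed in opposite directions. The count was also 52 with p-values adjusted over the list alone and over all genes tested, although the list was chosen by the study on these samples, so the first is not independent evidence. The median log2 change of the list was 0.72 at 8 nM and 0.84 at 80 nM. With each array left out in turn, between 50 and 52 genes were called.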

The remaining genes were then interrogated for the presence of putative Sp1 binding sites in their promoters using TELiS. Of them, 32 genes contained at least one Sp1-binding consensus sequence. Therefore, the clustered heat-map (Fig. 4A) summarizes the relationship between drug activity at each concentration and changes in the expression of Sp1-responsive genes relevant to ovarian cancer progression. Figure 4A offers a convenient way to visualize patterns of dissimilarity in the effects of either drug concentration. Dendrograms, showing average-linkage hierarchical clustering, clustered together several genes involved in common cellular pathways. For the sake of comparison, we have labeled those clusters using lowercase letters (Fig. 4A). 

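Of the genes drawn at the top of Fig. 4A, CYR61 (NM_001554; current symbol CCN1), COL1A1 (NM_000088), TAGLN (NM_001001522) and BTG2 (NM_006763) were measured on all arrays. CYR61 rose by 0.80 on the log2 scale at 8 nM and by 1.98 at 80 nM, COL1A1 by 0.90 and 2.31, TAGLN by 0.72 and 2.32, and BTG2 by 1.86 and 2.22, with standard errors between 0.10 and 0.12. In the direct comparison of the concentrations, each was higher at 80 nM, by 1.19, 1.41, 1.60 and 0.36 (adjusted p = 8.2e-05, 1.6e-05, 8e-06 and 0.015 from limma with Benjamini-Hochberg adjustment). EBI3, which is drawn next to them, rose by 1.91 and 1.35, a difference of -0.55 between 80 nM and 8 nM (adjusted p = 0.0033 from the same test).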

Cluster labeled “a” contains genes up-regulated by either treatment, although 80 nM DIG-MSK had a superior enhancing effect. It encompassed genes related to various cell functions, as cell adhesion, migration, and proliferation, including genes involved in the control cell-cycle progression such as *CDKN1A* (*p21^WAF^*), which up-regulation was consistent with the transient halt of cells in G1 phase, described below. Most of these up-regulated genes, listed in Table 2, also contain putative Sp1-binding sites, although, in this case, Sp1 and DIG-MSK did not seem to compete directly for binding to consensus promoter sequences. 

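CDKN1A (NM_078467) had a level of -2.31 ± 0.09 (SD, 3 arrays) in untreated cells, -0.49 ± 0.31 at 8 nM and -0.41 ± 0.02 at 80 nM. Its log2 change was 1.82 at 8 nM (standard error 0.14, adjusted p = 0.00022 from limma with Benjamini-Hochberg adjustment) and 1.90 at 80 nM (adjusted p = 1.2e-05 from the same test). The difference between the concentrations, 0.09, was within the error (adjusted p = 0.63, limma). Over the processing alternatives run for it the change lay between 1.54 and 2.00 at 8 nM and between 1.57 and 1.95 at 80 nM.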

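DDB2 (NM_000107) was higher in treated cells, with a log2 change of 0.88 at 8 nM (standard error 0.08, adjusted p = 0.00041 from limma with Benjamini-Hochberg adjustment) and of 0.70 at 80 nM (adjusted p = 0.00012 from the same test), and its second probe gave 0.82 and 0.54. OPTN changed by 1.48 and 1.07, FOSL1 by 1.41 and 0.87, EFNB1 by 1.01 and 0.84, and XPC by 0.88 and 0.63 at 8 nM and 80 nM. OPTN, FOSL1 and XPC were lower at 80 nM than at 8 nM (adjusted p = 0.044, 0.00079 and 0.021, limma), while DDB2 and EFNB1 did not differ between the concentrations beyond the error (adjusted p = 0.09 and 0.28). When the arrays were scaled to their spike-in controls, the change of DDB2 at 80 nM was 0.42 and did not pass the threshold (adjusted p = 0.14, limma), and neither did FOSL1, EFNB1 or XPC.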

Cluster “b” contains not only several genes that have been described to be highly expressed in ovarian cancer, but also *DDB2*, which enhanced expression would correlate with an augmented sensitivity of ovarian cancer cells to some chemotherapeutic agents [37]. Cluster “c” contains genes usually found highly expressed in ovarian carcinoma. DIG-MSK did not abrogate the expression of that particular group of genes. 

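TRAF4, SHC1, CAV2 and GSN, which were measured in this group, were higher in treated cells, with log2 changes of 0.42, 0.55, 0.83 and 0.40 at 8 nM and of 0.84, 0.81, 0.96 and 0.46 at 80 nM. Adjusted p-values at 80 nM were 0.00012, 2e-05, 0.0054 and 0.0057 (limma with Benjamini-Hochberg adjustment), and at 8 nM 0.023, 0.0017, 0.039 and 0.042. With the spike-in controls as the scale none of the 4 passed at 80 nM. With each of the 9 arrays left out in turn, the 8 nM values of TRAF4, CAV2 and GSN lost significance 3, 8 and 7 times and lay between 0.34 and 0.47, 0.64 and 1.08, and 0.33 and 0.49, and the probes of TRAF4 disagreed at 80 nM, with 0.84 and 0.10. The second probe of GSN gave larger changes, 0.79 and 0.82, and that of SHC1 gave 0.43 and 0.95. TRAF4 and SHC1 were higher at 80 nM than at 8 nM by 0.42 and 0.27 (adjusted p = 0.0051 and 0.0082). AGT is not analysed here.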

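LOXL4 (NM_032211) showed a log2 change of 1.46 at 8 nM and 1.62 at 80 nM, with a standard error of 0.08, and the 2 did not differ beyond the error (adjusted p = 0.13, limma with Benjamini-Hochberg adjustment). LOXL2 changed by 0.66 and 1.06 and C1S by 0.89 and 1.29, and both were higher at 80 nM (adjusted p = 0.0044 and 0.01 for the direct comparison, limma). Of the 4 genes measured in this group, 2 were higher at 80 nM than at 8 nM, 1 was lower and 1 did not differ by the probes used. Another probe of the gene that was lower goes the other way, with 0.82 and 1.27, and another of C1S gave 0.54 and 1.46.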

Cluster “d” contains genes whose expression can be induced in cellular stress conditions, as we may expect after drug treatment. We marked as “e” a single gene (*GRN*) that, although it clustered near others, it was peculiar in being up-regulated by 8 nM DIG-MSK and down-regulated by 80 nM DIG-MSK. 

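GRN (NM_002087) is represented by a single probe, which was well above background on all 9 arrays. Its level was 5.24 ± 0.05 (SD, 3 arrays) in untreated cells, 5.95 ± 0.26 at 8 nM and 5.89 ± 0.08 at 80 nM. The log2 change was 0.70 at 8 nM (standard error 0.12, adjusted p = 0.009 from limma with Benjamini-Hochberg adjustment) and 0.65 at 80 nM (standard error 0.12, adjusted p = 0.0023 from the same test), and in both cases the 3 treated arrays lay above the 3 untreated arrays. The 2 concentrations did not differ beyond the error (difference -0.06, adjusted p = 0.72, limma). The change at 80 nM was positive under all alternatives run for it, between 0.37 and 0.70; the lowest value, with the arrays scaled to the spike-in controls, did not pass the threshold (adjusted p = 0.18, limma).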

*GRN* is a prognostic marker in epithelial ovarian carcinoma [38]. The large cluster “f” consists of genes that underwent a dose-dependent down-regulation. 

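Several genes drawn in this cluster besides KCNMA1 are given here by their array values; NTRK2 was not well above background on all 3 arrays of any group. VAV2 (NM_003371) changed by -0.82 at 8 nM and -1.81 at 80 nM, GNB1L (NM_053004) by -0.77 and -1.63, and SLC19A1 by -0.69 and -1.06, and these were lower at 80 nM than at 8 nM (adjusted p = 8e-05, 0.00025 and 0.0071 from limma with Benjamini-Hochberg adjustment). The other probe of SLC19A1 changed by -0.74 and -0.01. HDAC4, MKI67 and FANCA changed by -1.05, -0.75 and -0.32 at 8 nM and by -1.12, -0.81 and -0.37 at 80 nM, and did not differ between the concentrations beyond the error (adjusted p = 0.4, 0.75 and 0.73, limma). Their probes disagree: at 8 nM and 80 nM another probe of HDAC4 gave -0.24 and 0.23, the others of MKI67 gave -0.24 and 0.76, and -0.56 and -0.22, and the others of FANCA gave -0.26 and -0.07, and -0.76 and -1.0. SH3KBP1 changed by -0.30 and 0.48 by the probe used, but by -0.91 and -1.37 and by -0.81 and -0.77 by its other probes, and the mean of its probes gave -0.55 at 80 nM. All these 80 nM values come from the second slide.

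**Figure D3:**
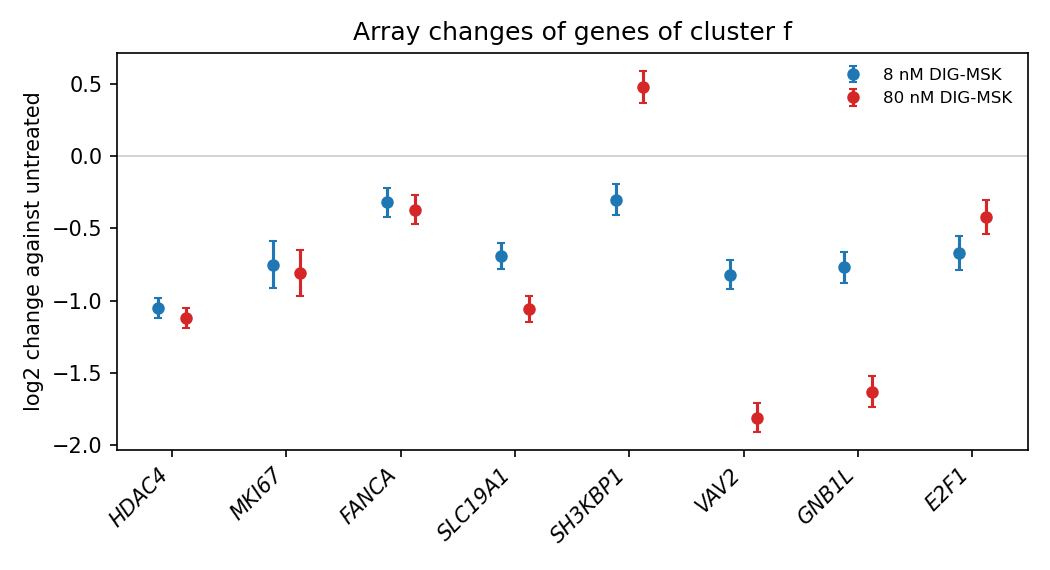
Log2 change against untreated cells at 8 nM and 80 nM DIG-MSK for genes of the large cluster, each by the probe used for it; points are limma estimates and bars standard errors. VAV2 and GNB1L lie lower at 80 nM, at -1.81 and -1.63, and SH3KBP1 lies above 0 at 80 nM.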

Among the genes clustered there was E2F1, a transcription factor, as well as genes that may contribute to tumorigenesis, including invasive ovarian carcinoma [39]. At the very edge of cluster “f”, but still closely related to it, *KCNMA1* was labeled as “g” (Fig. 4A). Amplification of this gene, which was strongly inhibited by DIG-MSK, has been associated with high cell proliferation and poor prognosis [40].

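KCNMA1 (NM_002247) had a level of -1.41 ± 0.11 (SD, 3 arrays) in untreated cells and -2.17 ± 0.17 at 8 nM, a log2 change of -0.76 (standard error 0.10, adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment). At 80 nM it was not well above background on any of the 3 arrays, so its expression was at least 23.6-fold lower than in untreated cells. Of the 4 probes for the gene, 3 behaved this way, with changes at 8 nM of -0.76, -0.98 and -1.20, and the remaining probe was not well above background in any group.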

**Figure 4:**
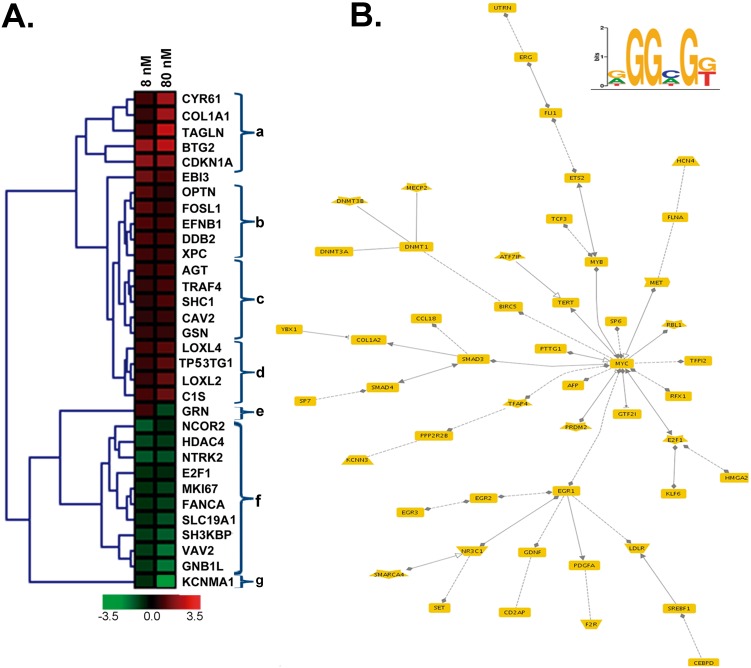
Effects of the treatment of A2780 cells with 8 nM or 80 nM DIG-MSK on a panel of genes characterized as being related to “ovarian neoplasm” and containing at least one putative Sp1-binding site in the proximal promoter region. (A) Hierarchical clustering of changes in gene expression for each treatment. Dendrograms show average-linkage hierarchical clustering based in Pearson correlation coefficients. For the sake of comparison, lowercase letters at the right side indicate “clusters” with shared characteristics that are detailed in Results. (B) Network generated by the Genomatix Pathway System (GePS) representing bibliographic relationships for Sp1 co-expressed gene profiles (*p* = 1.48E-03). Dashed lines indicate genes associated by co-citation, while continuous lines indicate genes associated by expert-curation. Filled diamonds and triangles indicate the promoter of gene “B” (the gene with the diamond/triangle) has a corresponding experimentally validated binding site for the transcription factor encoded by gene “A”. Open triangles indicate that the binding of a particular transcription factor to the gene promoter has not been described unambiguously. The sequence logo for the consensus Sp1 binding site, retrieved from JASPAR, is shown at the top right of panel B.

Genes down-regulated by 80 nM DIG-MSK were uploaded into GePS for transcriptional network analysis with sentence-level co-cited transcription factors annotation type (Genomatix Literature Mining). This provided insights into the functional connections among genes. Four transcription factors, Sp1, BIRC5, YY1 and BRCA1, showed significant (*p*<0.05) enrichment in that annotation type (Table S2). 

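Of the genes that encode these factors, BIRC5 (NM_001012271) had log2 changes of -0.54 at 8 nM and -0.42 at 80 nM (adjusted p = 0.02 and 0.015 from limma with Benjamini-Hochberg adjustment), 1.45-fold and 1.34-fold lower and so under the fold limit. Both were lost when untreated replicate 1 was left out (adjusted p = 0.068 and 0.054, limma). YY1 (NM_003403) changed by -0.17 and -0.20 (adjusted p = 0.28 and 0.11), and BRCA1 (NM_007300) by -0.36 and -0.24 (adjusted p = 0.072 and 0.095). In the lists of Table S2, 58 of the 74 measured genes given under BRCA1 were down-regulated at 80 nM, 33 of 47 under BIRC5, 58 of 74 under Sp1 and 33 of 46 under YY1. The lists under Sp1 and BRCA1 hold 83 and 81 distinct symbols and share 80 of them.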

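MYC (NM_002467) was at 3.34 ± 0.07 (SD, 3 arrays) in untreated cells, 3.39 ± 0.05 at 8 nM and 2.22 ± 0.06 at 80 nM. Its log2 change at 80 nM was -1.11 (standard error 0.07, adjusted p = 5e-06 from limma with Benjamini-Hochberg adjustment) and at 8 nM 0.05 (adjusted p = 0.64), and the concentrations differed (adjusted p = 3.9e-06 from the same test). EGR1 (NM_001964) changed by 0.09 at 8 nM (adjusted p = 0.72) and by -0.85 at 80 nM (standard error 0.16, adjusted p = 0.0018, limma), and the concentrations differed here too (adjusted p = 0.0011). EGR2, weakly expressed, changed by 0.34 at 8 nM and was not well above background on any array at 80 nM, where it was at least 2.74-fold lower than in untreated cells. The only probe of EGR3 was not well above background in any group. The 80 nM arrays had a slide of their own.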

As a representative network, Fig. 4B presents genes regulated by Sp1, in which there was a dominance of *Myc* and *EGR1* as pivotal nodes.

Alongside the enrichment analysis in Gene Ontology terms described above (Tables 1 and 2), we undertook an unbiased enrichment comparison of the list of genes down-regulated by DIG-MSK with the list of terms available for A2780 human ovarian carcinoma cells in the Cancer Cell Encyclopedia [35]. We observed a strong and somewhat specific effect of DIG-MSK on genes that were up-regulated in A2780 cells, as deemed by the high statistical significance of the overrepresentation of DIG-MSK-abrogated genes among those up-regulated in A2780 cells (*p = *2.45E-14; Fisher’s exact test). DIG-MSK was rather effective in abrogating highly expressed genes in A2780 cells, which indicates its preference for interfering with over-expressed genes. This observation, a condition required to link its antitumor activity to changes in gene expression, was in keeping with the finding that other DNA-binding drugs show selective inhibiting effects on inducible genes [41], yet in our case the effect seemed related to a direct inhibition of transcription factor binding rather than due to downstream events.

### DIG-MSK challenges Sp1-binding to gene promoters

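XIAP (NM_001167) changed by -0.75 on the log2 scale on the arrays of cells treated with 80 nM DIG-MSK, which were on the second slide (standard error 0.09, adjusted p = 0.00016 from limma with Benjamini-Hochberg adjustment) and by -0.49 at 8 nM (adjusted p = 0.0096), and its second probe gave -0.20 and -0.50. CRABP1 (NM_004378) fell from 1.27 ± 0.37 (SD, 3 arrays) in untreated cells to -4.97 ± 0.28 at 80 nM, which was 75.5-fold lower (adjusted p = 3.5e-07, limma), whereas its other probe had a log2 change of -2.07. At 8 nM it did not change beyond the error (log2 change 0.25, adjusted p = 0.51). MDK (NM_001012334) fell from 1.95 ± 0.18 to -2.59 ± 0.07 at 80 nM, 23.3-fold lower (adjusted p = 1.1e-07, limma), and changed by 0.08 at 8 nM (adjusted p = 0.73). The 4 genes, KCNMA1 included, were lower at 80 nM than at 8 nM in the direct comparison, with adjusted p = 0.034 for XIAP, 2.7e-07 for CRABP1, 1e-07 for MDK and 6.3e-09 for KCNMA1 (limma).

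**Figure D4:**
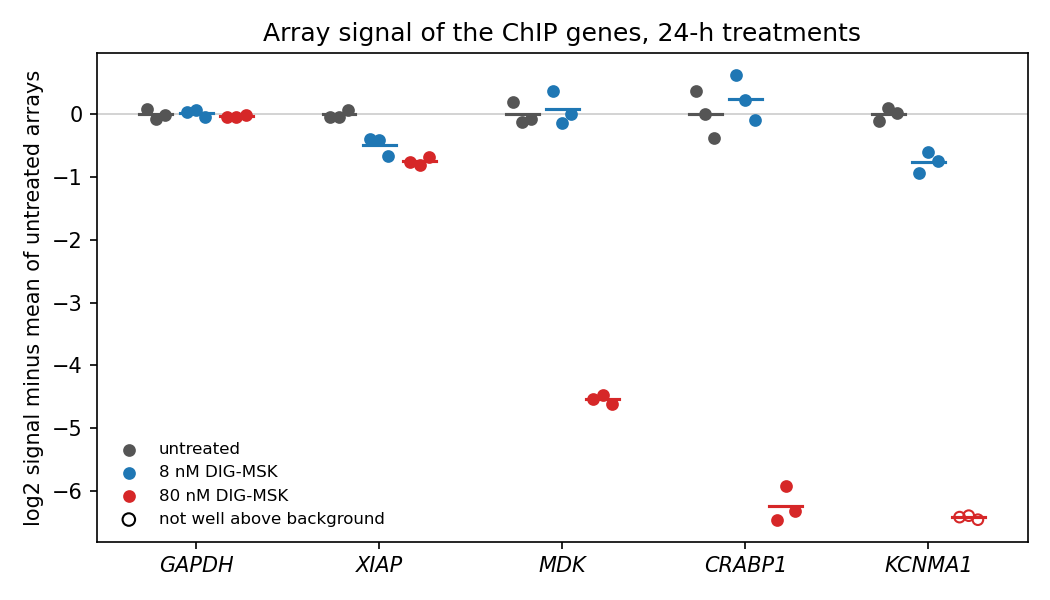
Log2 signal of each array minus the mean of the untreated arrays for the ChIP genes and GAPDH in untreated cells and in cells treated with 8 nM or 80 nM DIG-MSK, 3 arrays per group; open points mark probes not well above background. CRABP1, MDK and KCNMA1 lie far below 0 at 80 nM, where KCNMA1 gives only a bound, and XIAP lies below 0 at both concentrations.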

Chromatin immunoprecipitation (ChIP) was used to measure Sp1 occupancy at the promoters of *XIAP*, *CRABP1, MDK* and *KCNMA1* genes, which were repressed by the treatments with 80 nM DIG-MSK. All of them are involved in the development of ovarian carcinoma [6]. A negative control was also included, which consisted of a down-stream region of the housekeeping *GAPDH* gene that lacks Sp1-binding sites. DIG-MSK decreased Sp1 binding to those promoters, with a superior effect on *KCNMA1* (Fig. 5).

**Figure 5:**
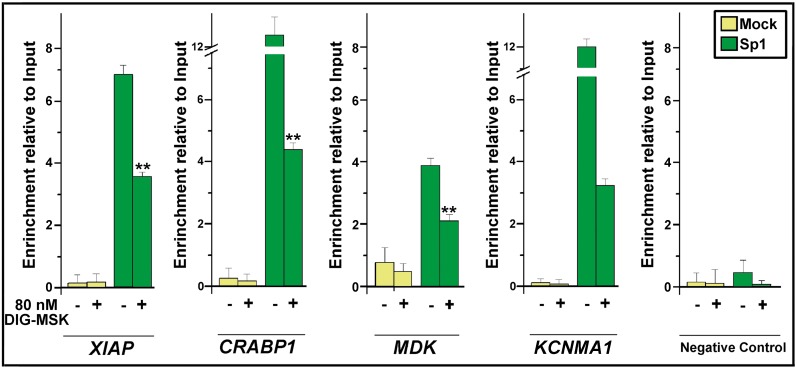
Chromatin immunoprecipitation analysis of Sp1 binding to the promoters of *XIAP*, *CRABP1*, *MDK* and *KCNMA1* genes in A2780 cells in the presence/absence of 80 nM DIG-MSK. ChIP was performed using an anti-Sp1 specific antibody. A DNA fragment that does not contain Sp1-binding sites was also immunoprecipitated as a negative control, as well as an unspecific immunoprecipitation using IgG (Mock). DNA in both the input and in the immunoprecipitated fractions was quantified by qRT-PCR. Data (mean ± SD from 3 independent experiments) are shown as the enrichment of input DNA in the immunoprecipitated fractions (**p<0.01; Student’s t-test).

### DIG-MSK changes the cell cycle traverse in A2780 cells and commits cells to dying

Changes in cell cycle distribution of A2780 cells after treatments with DIG-MSK were both concentration- and time-dependent (Fig. 6A). Adherent and detached cells were pooled together for cytometric analysis. A2780 cells treated with 8 nM DIG-MSK maintained a relatively uniform phase distribution throughout the experiment, with most cells in G1 phase, while 80 nM DIG-MSK produced a progressive increase in the sub-G0 population.

**Figure 6:**
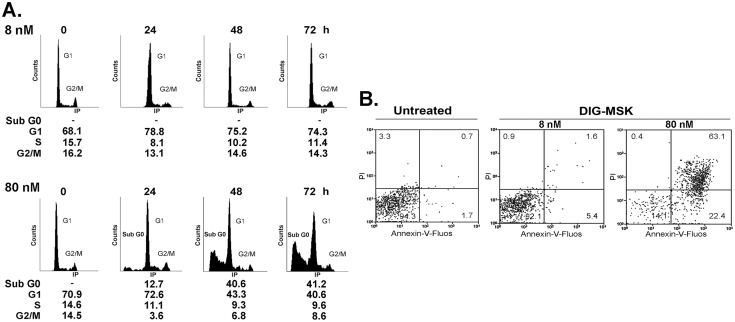
Cell cycle distribution and mechanisms of cell death. (A) Flow cytometry analysis of the time-dependent changes in cell cycle distribution of A2780 cells treated with either 8 nM or 80 nM DIG-MSK. Both adherent (attached) and detached (floating) cell populations were pooled together and their distribution in the different phases of the cell cycle quantified. (B) Analysis of cell death in A2780 human ovarian carcinoma cells treated with 8 nM or 80 nM DIG-MSK. This panel shows time-course bivariate flow cytometry analyses of control and DIG-MSK-treated cells stained with Annexin-V-Fluos and PI. Percentages of necrosis, apoptosis and secondary necrosis/apoptosis (double staining) are indicated inside the panels.

Flow cytometry bivariate-plots of Annexin-V-fluos and PI staining distinguished apoptosis from necrosis in A2780 cells treated with DIG-MSK for 72 h (Fig. 6B). Cells were mainly dying by secondary necrosis/apoptosis, which seemingly occurred after a fast apoptotic phase. Cell death was concentration-dependent with a higher effect of 80 nM DIG-MSK, which was also indicated by Trypan blue staining, and the increase in the G0-phase population (Fig. 6A).

### Changes in protein levels induced by DIG-MSK are consistent with changes in gene expression

Figure 7 presents some examples illustrating changes in protein levels after treatment of A2780 cells with DIG-MSK. Sp1 and Sp3 protein levels were in line with the down-regulation of gene expression by the drug. The levels of p53 increased after 24-h treatments, decreasing afterwards (Fig. 7B), consistent with cell arrest observed after 72 h (cf. Figs. 7A and 6A). Meanwhile, p21^WAF^ (*CDKN1A*) levels remained high. 

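On the arrays, at 24 h, SP1 (NM_138473) was at 0.82 ± 0.13 (SD, 3 arrays) in untreated cells and 0.66 ± 0.08 at 80 nM, a log2 change of -0.16 (standard error 0.12, adjusted p = 0.28 from limma with Benjamini-Hochberg adjustment), and changed by 0.04 at 8 nM (adjusted p = 0.85). SP3 (NM_003111) was at 0.79 ± 0.07 in untreated cells and 0.79 ± 0.12 at 80 nM, a change of 0.00 (adjusted p = 1, limma), and changed by -0.07 at 8 nM (adjusted p = 0.63). Over the processing alternatives the change at 80 nM lay between -0.44 and -0.10 for SP1 and between -0.28 and 0.06 for SP3, the lowest of both with the spike-in scaling, which lowers all genes.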

Altogether, changes in protein levels were fully consistent with both the array/qRT-PCR assays and the changes in the distribution of cells in the different phases of the cell cycle (Fig. 6A).

**Figure 7:**
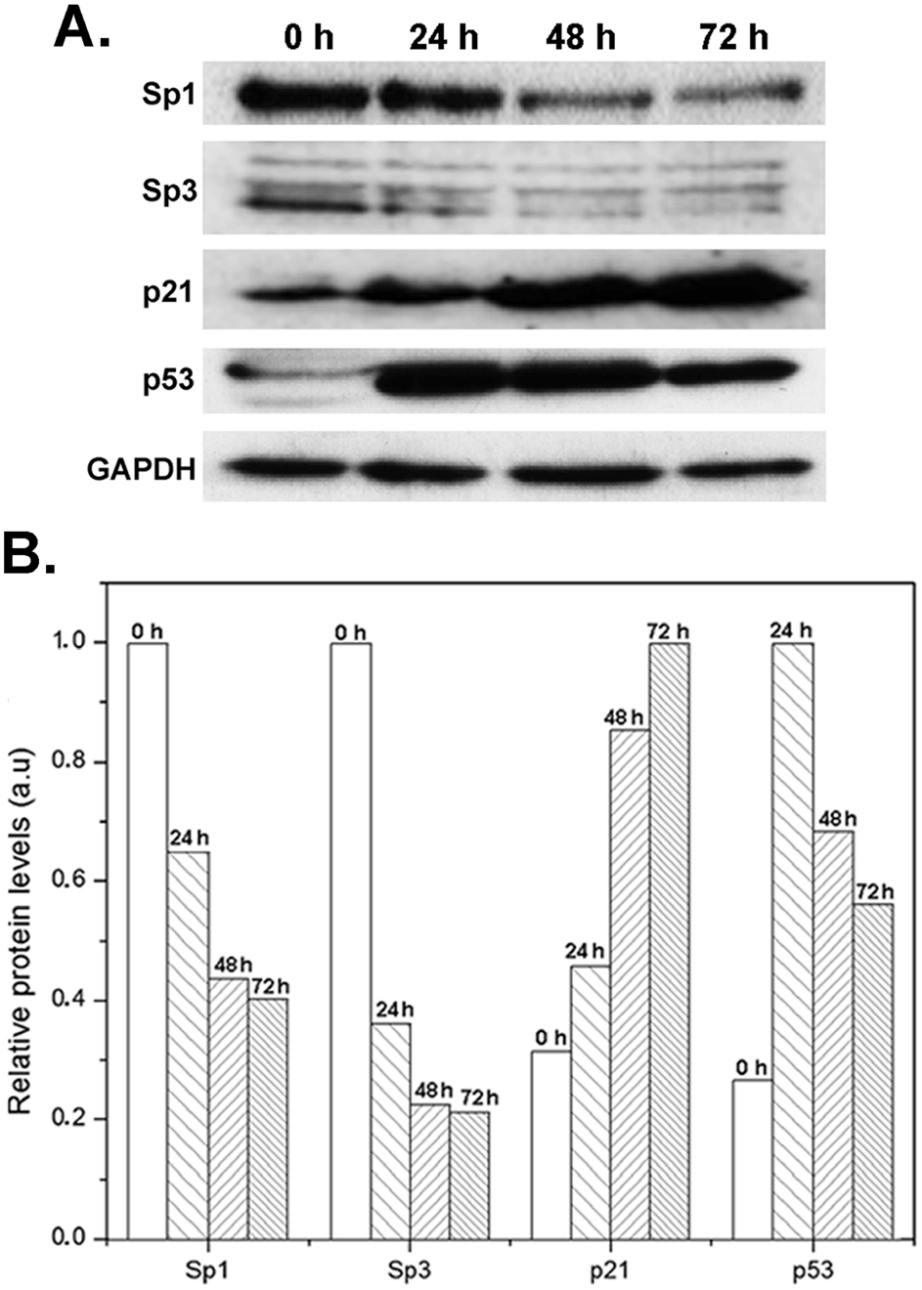
Immunoblotting analysis of protein levels. (A) Western blots showing changes in protein levels in A2780 cells treated with 80 nM DIG-MSK for the times indicated at the top of the panel. Experiments were performed in duplicate with similar results. (B) Quantification of the Western blots shown in panel A. It shows the time-dependent decrease in Sp1 and Sp3 (short isoform) protein levels, and the time-dependent enhancement of p53 and p21^WAF1^ (CDKN1A) protein levels.

## Discussion

It is a matter of current interest whether small-molecule drugs targeting putative transcription-factor binding sites can cause sequential biological effects on gene expression, thus representing practical and reliable antitumor agents [5], [9]. Here, we have presented a genome-wide analysis probing the “anti-transcriptional” properties of the novel mithramycin analogue DIG-MSK, which had shown a promising *in vivo* antitumor profile [25].

We observed dose-dependent differences in the number of genes affected by DIG-MSK in A2780 cells. However, 105 genes were down-regulated regardless of the drug concentration (Fig. 3A, bottom panel). 

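When the concentrations were compared directly, 4133 genes were higher and 3036 lower at 80 nM than at 8 nM DIG-MSK by at least 1.5-fold with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). With the arrays scaled to the spike-in controls the balance was the other way, with 1298 higher and 5079 lower. With no regard to the size of the change, 2974 genes differed from untreated cells at 8 nM and 12878 at 80 nM after adjustment. Of the genes up-regulated by 8 nM and not called at 80 nM, 274 of 336 differed between the concentrations after adjustment, and of those down-regulated by 8 nM and not called at 80 nM, 139 of 262 did. As each concentration had its own slide, the slides enter all these counts.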

According to gene ontology (GO) analysis, they mainly belong to the categories of nucleic acid binding, transcription regulator activity and angiogenesis. Whereas 8 nM DIG-MSK had little effect on cell viability in up to 72-h treatments, the higher 80 nM DIG-MSK concentration, still in the nanomolar range, showed a remarkable time-dependent cytotoxicity, with most cells dying by apoptosis and secondary apoptosis/necrosis (Fig. 6B). At first glance, this would indicate that low concentrations of DIG-MSK are enough to produce specific effects on the expression of a relatively small number of genes, while higher concentrations affects a larger number of genes, which, in turn, augments cell death.

Transcription is the main target for DIG-MSK, as it also for other mithramycin analogues [10], [17], [29], [42]. The set of genes down-regulated by DIG-MSK comprises an extensive representation of genes that are up-regulated in untreated A2780 cells. Although the meaning of this observation has to be contemplated with caution, the genes overexpressed are a molecular signature of the transformed state of A2780 cells [35], thus they represent potential targets for therapeutic intervention in ovarian cancer [6].

The clustering analysis of a set of genes that displayed altered expression upon treatment (Fig. 4A) indicates that putative Sp1-binding sites, which are also potential binding sites for mithramycin analogues [10], [43], play a central role in both up-regulated and down-regulated genes. Among them, *GRN* (granulin epithelium precursor) is remarkable because it was up-regulated by 8 nM and down-regulated by 80 nM DIG-MSK. GRN has been characterized as a prognostic marker in ovarian cancer [38].

Functional network investigation of Sp1 co-expressed genes in DIG-MSK-treated cells highlights that *Myc* and *EGR1* are central nodes in the transcriptional network. They exhibited strong interactions with other genes, including *BIRC5*, *E2F1*, and members of the Sp-family genes (Fig. 4B and Table S2). 

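Among the genes of the Sp family, SP6 (NM_199262) had a log2 change of -1.08 at 80 nM (standard error 0.29, adjusted p = 0.012 from limma with Benjamini-Hochberg adjustment) and SP8 (NM_198956) of -1.06 (standard error 0.24, adjusted p = 0.0055), and neither passed the adjusted threshold at 8 nM. SP9 changed by -0.43 at each concentration (adjusted p = 0.027 and 0.0068, limma), under the fold limit; the 8 nM value lay between -0.50 and -0.35 with 1 array left out and lost significance in 4 of the 9 cases. SP5 was not well above background on any 80 nM array and was at least 1.53-fold lower there than in untreated cells. SP2 changed by 0.35 at 8 nM and 0.08 at 80 nM, SP4 by -0.02 and -0.13, and SP7 by -0.49 and 0.44, none of them past the fold limit with an adjusted p under 0.05. At 80 nM, SP2 changed sign with the arrays scaled to the spike-in controls (-0.20), and the other directions were the same under that scaling.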

All these genes encode transcription factors that are potential diagnostic biomarkers in ovarian cancer [7], [44]. Their activities were modulated by DIG-MSK (Table 3) as it also occurs in other cancer cell lines [29]. Moreover, Myc and EGR1 are involved in cancer development [45]. It is noteworthy that clustering gene expression (Fig. 4A) revealed that *KCNMA1* clustered with other genes down-regulated by any DIG-MSK concentration, but it was distinctly at the very edge of the rest of the cluster, denoting peculiarities of gene expression in presence of the drug; its expression was strongly inhibited by DIG-MSK. Such down-regulation is meaningful because *KCNMA1* high expression has been associated with cell proliferation and poor prognosis in cancer [40]. Hence, it is a candidate to be explored as target in ovarian cancer.

Here, we have shown that Sp1 is involved in the regulation of gene expression in A2780 human carcinoma cells treated with DIG-MSK. Differences in the down-regulating effects of 8 nM and 80 nM DIG-MSK can indicate differences in the binding affinity of Sp1 and the mithramycins for certain consensus C/G-rich tracts in DNA (i.e. DNA regions with high C+G content, in which these nucleotides are arranged in peculiar sequences), like in the *KCNMA1* promoter, which may result in variations in their concentration-dependent down-regulation (Fig. 4A). Given that Sp1 is overexpressed in cancer cells [46], its diminished levels upon treatments with DIG-MSK (Fig. 7) may result in tumor remission. In this regard, DIG-MSK activity resembles that of the structurally related MSK [17], [18], [29], [47]. DIG-MSK shows high activity in ovarian carcinoma cells [25] and Figs. 2 and 6B, while it has, in general, lower toxicity [25]. ChIP experiments show that the Sp1 occupies its binding sites in the promoters of *XIAP*, *CRABP1*, *MDK, and KCNMA1* (Fig. 5), and that DIG-MSK decreases Sp1 binding to them with a superior effect on *KCNMA1*, a gene associated with high proliferation in cancer cells [40]. The effect of DIG-MSK was also evident on the loading of Sp1 on the other gene promoters (Fig. 5): *XIAP* whose down-regulation can induce cell death [12], *CRABP1,* a gene involved in the development of ovarian carcinoma [11], and *MDK* that is a marker in ovarian cancer [14]. Besides, DIG-MSK modifies the interaction of other factors that also recognize C+G-rich regions in gene promoters. Some of them, including E2F1 and several members of the Sp-family of transcription factors, have been identified as biomarkers of ovarian cancer [44]. Among those transcription factors, E2F1 is member of one of the nodes of the cellular networks highly influenced by DIG-MSK (Fig. 4B).

Deregulated activity of transcription factors and the consequent overexpression of some genes frequently occur in cancer. In this context, MTA has been characterized a potent agent in abrogating the transcription driven by the EWS-FLI1 oncogenic transcription factor, a hallmark of the Ewing sarcoma family of tumors [48]. This is in keeping with the finding that binding to DNA of transcription factors other than the members of the Sp-family can be targeted by MTA and its analogues. Targeting over-expressed genes in ovarian cancer, including those of transcription factors such as Sp1 [7], [44] might be an appealing strategy to abrogate genes associated with resistance to other drugs [8]. As mentioned above, DIG-MSK shares with other mithramycin analogues the ability of shifting Sp1 binding, yet its better pharmacological profile [25] suggests that this new mithramycin analogue is a promising drug for the treatment of ovarian cancer.

## Supporting Information

Table S1 **Primers used for qRT-PCR.**
(PDF) Click here for additional data file.

Table S2 **Networks affected by treatment with 8 nM and 80 nM DIG-MSK in human A2780 cells. Network analysis was performed using GePS.**
(PDF) Click here for additional data file.

# Supplementary material for: Genome-Wide Modulation of Gene Transcription in Ovarian Carcinoma Cells by a New Mithramycin Analogue
**Source:** PLoS One. 2014 Aug 11;9(8):e104687. doi: 10.1371/journal.pone.0104687
**Supplement:** Table S1 — Primers used for qRT-PCR.

**Table S1.** Primers used for qRT-PCR.

| Gene                       | Primers (5' - 3')                                           |
|----------------------------|-------------------------------------------------------------|
| <i>SP1</i>                 | for: CAGCTTCAGGCTGTTCCAAACT<br>rev: CTGCCAACTGACCTGTCCATT   |
| <i>SP3</i>                 | for: GCGACAGGTGATTTGGCTTC<br>rev: CCATCGGTTTGGTGCTCCT       |
| <i>CDKN1A</i>              | for: TGTGATGCGCTAATGGCG<br>rev: CGAAGTTCCATCGCTCACG         |
| <i>TFDP1</i>               | for: CAACGAAGTGGCAGACGAGCTG<br>rev: GGTGTGTCGGCAGCACTGAACTC |
| <i>CCNA1</i>               | for: TCACCGTTCCTCCTTGGA<br>rev: TGAATGGTGAACGCAGGCT         |
| <i>TP53</i>                | for: CCCTTCCCAGAAAACCTACCA<br>rev: AAGAAGCCCAGACGGAAACC     |
| <i>MAPK1</i>               | for: GTTCTGCACCGTGACCTCAAGC<br>rev: ACAGGTGGTGTGAGCAGCAGG   |
| <i>CCNB1</i>               | for: CAGGATAATTGTGTGCCCAAGA<br>rev: TGGCAGTGACACCAACCAGT    |
| <i>GTSE1</i>               | for: TCCCGAACAGCCTCCGTTG<br>rev: GGGCTCCAGGCAAAGGGAC        |
| <i>E2F1</i>                | for: AAGCGGCGCATCTATGACAT<br>rev: AATGAGCTGGATGCCCTCAA      |
| <i>BRCC3</i>               | for: CGTTACGGAAACATCGCTGTCG<br>rev: GGCCGCTGTGAAACAATGCTC   |
| <i>GAPDH</i>               | for: TCTGCCCCCTCTGCTGAT<br>rev: TTCTCATGGTTCACACCCATG       |
| <i>XIAP</i> <sup>a</sup>   | for: GAAAGAAGAAACACTGGAGC<br>rev: GCAGTGAGCACCTCGTAG        |
| <i>CREBP1</i> <sup>a</sup> | for: AGGGGCTGCGGGGGAG<br>rev: AGGAGAGCGCCCCAAC              |
| <i>MDK</i> <sup>a</sup>    | for: GTTCCTGACCTCTGCCC<br>rev: GGAAGCCGGAGGGATCG            |
| <i>KCNMA1</i> <sup>a</sup> | for: GTGGAATCCAGTTGACAGC<br>rev: AGTGGGGAGGGGAGGAG          |

<sup>a</sup> Primers used for ChIP quantification.

# Supplementary material for: Genome-Wide Modulation of Gene Transcription in Ovarian Carcinoma Cells by a New Mithramycin Analogue
**Source:** PLoS One. 2014 Aug 11;9(8):e104687. doi: 10.1371/journal.pone.0104687
**Supplement:** Table S2 — Networks affected by treatment with 8 nM and 80 nM DIG-MSK in human A2780 cells. Network analysis was performed using GePS.

**Table S2.** Networks affected by treatment with 8 nM and 80 nM DIG-MSK in human A2780 cells. Network analysis was performed using GePS.

| Gene Set                                                  | Network <sup>a</sup> | <i>p</i> -value <sup>b</sup> | Associated Genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------------------------------------------|----------------------|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Genes up-regulated by both concentrations</b>          | TP53                 | 1.81E-07                     | <i>GADD45A; TP53INP1; CDKN1A; FAS; PCBP4; SPATA18; ZMAT3; DDB2; SESN1; GDF15; PLK3; S100A1; PLK2; TRAF4; TRIAP1; RRM2B; DRAM1; PCNA; BTG2; PRODH; DFNA5EDA2R; XPC; PTP4A1; DFNA5</i>                                                                                                                                                                                                                                                                                                                                                                                                                      |
|                                                           | DNA repair           | 4.14E-06                     | <i>GADD45A; TP53INP1; CDKN1A; DRAM1; DDB2; SESN1; GDF15; PLK3; PLK2; RRM2B; PCNA; BTG2; XPC; SAT1</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| <b>Genes down-regulated by both concentrations</b>        | Sp1                  | 4.99E-03                     | <i>NFIX; TCF3; E2F6; E2F1; LRRFIP1; SP7; SLC19A1; HDAC4</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <b>Genes up and down-regulated by both concentrations</b> | Ovarian Neoplasm     | 1.47E-06                     | <i>GADD45A; CDKN1A; RHOC; S100A1; LIF; DDR1; TFIIA; FOSL1; SAA1; PLK2; TRAF4; NCOR2; OPTN; MTMR11; BTG2; GADD45B; EFNB1; INA; SAT1; CALD1; CYR61; EBI3; HLA-B; HDAC4; CORO2A; SLC19A1; GDF15; RPTOR; AHNK; ANXA4; AGT; GNB1L; LOXL2; MAD1L1; SEMA3B; MKI67; KCNMA1; LRP1; NTRK2; CBX1; SHC1; LOXL4; C1S; E2F1; GRN; XPC; SH3KBP1; SYNE1; RCC1; CYP2E1; CAV2; TACC3; ACTA2; FAS; TAGLN; HBG1; AQP3; DDB2; HNRNPA2B1; PLK3; RXRA; SLC2A1; VAV2; CUX1; GSN; PCNA; HSP90AA1; TP53TG1; ADAMTSL4; COL1A1; FBXW7; FANCA</i>                                                                                      |
| <b>Genes down-regulated by 80 nM only</b>                 | BRCA1                | 2.37E-04                     | <i>IRF1; EGR1; SMARCA4; TRERF1; SREBF1; OAS2; E2F6; E2F1; PRKCZ; ADAMTS1; TAF4; POU2F1; HAS2; CENPW; FOXA1; REST; ZBTB7B; RFX1; TESC; TERT; UTRN; CREBBP; MECP2; TFAP4; MEF2D; SLC39A8; TFF1; LRRFIP1; NR2F1; DNMT3A; GDNF; COL1A2; PRDM2; POLD1; ATF7IP; CYP17A1; DDIT4; TFPI2; CD2AP; NFIX; NKX2-1; RNF4; GPC4; TIMP3; ETS2; GATA6; BACE1; NFYA; POU1F1; Sp5; ARHGEF10; SLC19A1; v-myc; Sp7; DNMT3B; PREX1; met; PCYT1A; ZBTB7A; PPP2R2; MIER1; HIF1A; ZBTB2; ZNF143; ZNF292; SALL2; HMGA2; CEBPD; HOXC4; v-ets; HDAC4; EPHX2; TCF3; DLC1; HCN4; TCF20; EGR2; EGR3; NFE2; HDAC7; NF1; AFP; Myc; Sp6</i> |
|                                                           | BIRC5                | 1.39E-04                     | <i>VEGFC; MYC; NOTCH1; CDKN2A; VEGFA; CASP7; ABCC5; CASP9; XIAP; DFFA; KDM5B; MCM5; RCC1; MKI67; BIN1; UPK2; USP10; BCL2A1; CCNG2; ERBB2; YY1AP1; HIF1A; MAGT1; E2F1; GPC3; FSCN1; JUP; TYMP; INCENP; XAF1; HMGB1; CENPF; MDK; CENPA; CFLAR; PDLIM7; TERT; COMP; FHIT; BCL2L11; CAV1; WTAP; PMAIP1; HSP90AA1; DIABLO; PML; DNMT3A; CDK6; BAGE</i>                                                                                                                                                                                                                                                         |

Table S2 continues...

| Gene Set                         | Network <sup>a</sup> | p-value <sup>b</sup> | Associated Genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|----------------------------------|----------------------|----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Genes up-regulated by 80 nM only | Sp1                  | 1.43E-03             | <i>MYC; SP7; DNMT3B; PREX1; MET; PCYT1A; ZBTB7A; PARP1; PPP2R2B; MIER1; HIF1A; ZBTB2; ZNF143; ZNF292; SALL2; HMGA2; CEBPD; HOXC4; ERG; HDAC4; EPHX2; TCF3; DLC1; HCN4; TCF20; EGR2; EGR3; NFE2; HDAC7; NF1; SLC19A1; AFP; ARHGEF10; POLD1; ATF7IP; CYP17A1; DDIT4; TFPI2; CD2AP; NFIX; NKX2-1; RNF4; GPC4; TIMP3; ETS2; GATA6; BACE1; NFYA; POU1F1; SP5; IRF1; EGR1; SMARCA4; TRERF1; SREBF1; OAS2; E2F6; E2F1; PRKCZ; ADAMTS1; TAF4; POU2F1; HAS2; CENPW; FOXA1; REST; ZBTB7B; RFX1; TESC; TERT; UTRN; CREBBP; MECP2; TFAP4; MEF2D; SLC39A8; TFF1; LRRFIP1; NR2F1; DNMT3A; GDNF; COL1A2; PRDM2</i>                                                                                 |
|                                  | YY1                  | 1.32E-04             | <i>SREBF1; MYC; PEG3; PIAS4; BACE1; COX7C; CXCR4; GON4L; POU2F1; CP; HOXA9; PARP1; CASP7; YY1AP1; BIN1; DLK1; E2F1; OCLN; ERBB2; SAP30; YAF2; NF1; CEBPD; HDAC4; MBTPS2; REST; DMD; CUX1; EGR1; HIST1H4A; FKBP1A; HOXB4; NFE2; CREBBP; MECP2; NFIL3; SLC1A3; GDNF; PRDM2; EGR2; GABPB1; PRRX1; MEIS1; RBPJ; CBX5; HIST1H1D</i>                                                                                                                                                                                                                                                                                                                                                      |
|                                  | TP53                 | 3.03E-03             | <i>PRODH; TPM3; CHMP4C; MPV17; CDKN2C; GLYAT; CDKN1A; IRF2BP2; KRAS; DPYD; C12orf5; PLK2; ERCC2; RPL27A; ZNF346; ERBB3; SLK; ATR; ING3; GAMT; RCHY1; LITAF; GDF15; RRM2B; ANXA6; ANXA5; POLH; EI24; TP53INP1; MCL1; NBN; MAP1LC3A; PSMD9; XPC; STMN1; DRAM1; LASP1; IDH1; PSMD10; APLP1; PPP1R13L; DCK; BCL6; BCL2; TERF2; NUPR1; OGG1; DDB2; SESN1; GADD45A; PTEN; ITGB4; FAS; PTP4A1; S100A1; GSTM1; S100A4; CCNG1; S100A6; ZMAT3; GSTT1; THBS1; TRAF4; CRYZ; PTPN13; BTG2; RNASEL; GLB1; NUA1; ARL6IP1; UBE2N; BLCAP; DHCR24; UGCG; NT5C2; CYCS; FGF1; CD68; PLAGL1; ELF4; GML; PRKDC; ATM; GPNMB; FGFR3; MTBP; CDK1; PCBP4; PLK3; TOP2A; PRNP; PCNA; EDA2R; RAD17; HSP90AB1</i> |
|                                  | DNA repair           | 7.96E-03             | <i>RANBP9; TERF2; CDKN1A; BARD1SHMT1; TP53INP1; BMI1; CBX4; PLK3; NBN; RAD17; ALKBH1; ELF4; PLK2; PCNA; MAPKAPK2; ERCC2; PRKDC; ERCC4; POLH; BCL6; PPP1R15A; SAT1; LMNA; ATR; EP400; MAGED2; XPC; SMC3; OGG1; BTG2; CDC25B; DDB2; SESN1; RCBTB1; UBE2N; GADD45A; GLB1; MAPK9; ATM; RRM2B; TP53; GDF15; ZYX; TOP2A; RPAP3; SCARA3; CDK1; MPG; DRAM1</i>                                                                                                                                                                                                                                                                                                                              |
|                                  | G1/S checkpoint      | 2.17E-03             | <i>TGFB1; ATR; CDKN1A; TP53; ACTG1; ATM; HDAC1; CDK2; CDK4; CDK1</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

<sup>a</sup>Based on Co-cited TFs, Co-cited genes, Signal transduction pathways and Diseases/Ovarian Neoplasm (MeSH).<sup>b</sup>Fisher's exact test.

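The lists printed in Table S2 were compared with the calls made on the arrays; they were chosen by the study on the same samples, so the tallies are not independent evidence. Of the genes headed as up-regulated by both concentrations, 13 of 14 under DNA repair were called up-regulated at both, and of the 8 under Sp1 headed as down-regulated by both, 4 were called. Of the genes headed as up-regulated by 80 nM only, 46 of 50 under DNA repair and 9 of 10 under G1/S checkpoint were up-regulated at 80 nM. The lists under Sp1 and YY1 were read under the same heading, but they follow a page break, and it may belong only to the lists below them. Of their genes, 1 of 74 measured under Sp1 and 2 of 46 under YY1 were up-regulated, and 58 and 33 were down-regulated. The median log2 changes at 80 nM were 0.82 for DNA repair, -0.95 for Sp1 and -0.86 for YY1. With p-values adjusted over the list alone the tallies did not change. With spike-in scaling the tallies under DNA repair and G1/S checkpoint at 80 nM fell to 21 and 4.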

How the deposited data were processed for this re-analysis (not part of the article)

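Gene expression was measured in A2780 human ovarian carcinoma cells after 24 h, in untreated cultures and in cultures given DIG-MSK at 8 nM or at 80 nM, with 3 arrays per group, 9 in all. Each sample was assigned to its group and replicate from the labels that the submitters gave. The paper names the Low Input Quick Amp labeling kit, while the labels of the samples name another labeling kit and a single dye, Cy3.

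The authors scanned each array and extracted the intensity of each spot with Feature Extraction 10.7.3.1, as the headers of the files state, and the deposited processed intensity is corrected for background but not scaled between arrays. The paper also names a lowess step; on arrays of a single colour this step has no second channel to work on, and it was not applied here. The authors also deposited a table of log2 values per probe, which tracked the log2 of the median spot signal without background subtraction (correlations between 0.99861 and 0.99983) and had almost the same quantiles on every array, so it holds quantile-normalized log2 values; it was used as an alternative only.

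The main values are the log2 of the processed intensity minus the 75th percentile of the same array, taken over gene probes. Control spots and spots marked as outliers were left out, spots of one probe were averaged, and no gene probe was saturated (0 on every array). The 75th percentile of the processed intensity lay between 831.7 and 1170 on the 9 arrays. The mean net signal of the negative controls lay between 31.14 and 38.59 on slide 1 and between 22.09 and 22.68 on slide 2. Of 26576 probes with a RefSeq accession, 25713 were named through a table of RefSeq genes on the human assembly GRCh38.p14, which was used for names and for the order of genes along chromosomes; the other names are those of the array design, and no coordinates were taken from that table. A probe was kept if it was well above background on all 3 arrays of at least 1 group. For a gene with several such probes, the probe with the highest mean level over all arrays was used, and where the probes of a named gene disagreed, the values of the others are given.

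Comparisons were made in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes) on all 9 arrays, which share one estimate of the spread per gene, for 8 nM against untreated, 80 nM against untreated and 80 nM against 8 nM. All adjusted p-values are from limma with Benjamini-Hochberg adjustment over the 21832 genes tested. A gene was called by the rule of the paper, at least 1.5-fold or at most 0.67-fold with an unadjusted p under 0.05, and adjusted values are given beside it. The procedure was tested on simulated data. In data simulated for the same genes, with 200 changed genes, the comparison of 8 nM with untreated made 174 wrong calls by the unadjusted rule and 6 by the adjusted one, and recovered 95% of the changed genes after adjustment. For 80 nM against untreated, the numbers were 199, 4 and 89.5%. For 80 nM against 8 nM, with 397 changed genes, they were 183, 9 and 92.9%. The changes set at each concentration all lay past the 1.5-fold limit, and the noise was independent between genes and arrays. Scaling, slides and pairing were not simulated. These rates therefore do not carry over to smaller changes or to differences between slides.

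The genes named, not all of which are given, are those of the qRT-PCR panel with GAPDH, the genes studied by ChIP, the genes the text names, the genes labelled in Fig. 4A, and at each concentration the 5 genes that rose most and the 5 that fell most among those with a symbol, an adjusted p under 0.05 and all 3 treated arrays on one side of all 3 untreated arrays. To this rule was added that the gene be well above background on all arrays of both groups, since a change can be ranked only where both sides are measured; genes with larger estimates that failed this are left out of the ranking. Genes named in the closing section that fall outside this rule were chosen after their values were seen. The transcription class was defined by gene symbols because no description of the genes was used here, and classes were tested by Fisher's exact test against all genes tested, with camera at an estimated correlation beside it. The lists of Table S2 were read from the text of the supplement, and fused symbols in it were split. Genes labelled in Fig. 4A are described one by one and not tested as a set.

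The groups, the main settings, the tests and the alternatives were chosen before the data were examined, apart from some tests in the closing section, which are named there, and 1 alternative that was added after seeing the data, a fit with the replicate number as a block and only the untreated and 8 nM arrays. The alternatives were normexp background correction (offset 50) on the median spot signal in place of the mean spot signal that was planned, quantile normalization, scaling to the median, scaling to the 10 spike-in probes, the authors' log2 values, no filter on dim probes, a filter on all 9 arrays, the mean of a gene's probes, each probe counted separately, only the groups compared in the fit, the replicate number as a block, a narrower transcription class, adjusted p-values, and each array left out in turn. The untreated and the 8 nM arrays shared slide 1, on which the untreated arrays and replicate 1 at 8 nM lay in row 2 and the other 8 nM arrays in row 1, and all 80 nM arrays lay on slide 2, so no fit with the slide as a term could be had for 80 nM. Tests of Sp1 sites in promoters were planned and not run, since no genome sequence was used here.

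The groups share replicate numbers. Across genes, the deviations of arrays with the same number from their group means correlated at 0.114, 0.101 and 0.163 for replicates 1, 2 and 3 of the untreated and 8 nM groups, which lie over 0.1 for each pair, so these numbers were taken to pair the arrays of slide 1; neither the paper nor the labels state what a number marks. Between the untreated and 80 nM groups the correlations were -0.009, -0.082 and -0.003, and between the 8 nM and 80 nM groups 0.016, -0.124 and -0.038, so the 80 nM arrays share only the numbers.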

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

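The tests of noise near background, the reading of the correlation of adjacent genes and the other splits of the arrays for the lincRNA features and for the direct comparison of the concentrations were chosen only after the results were seen; the other tests of the second slide and the splits for the comparisons with untreated cells were planned.

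Genes that changed in opposite directions at the 2 concentrations stand out because the direct comparison of 80 nM with 8 nM differs for them. By the study's rule, 166 genes were up-regulated at 8 nM and down-regulated at 80 nM, and 139 of them passed the adjusted threshold (limma with Benjamini-Hochberg adjustment) in all 3 comparisons. The reverse was seen for 47 genes, of which 17 passed in all 3 comparisons. If the calls at the 2 concentrations were independent of each other, 151 and 117 genes would do so by the study's rule, so the counts lie near it for the former and below it for the latter. INPP5D, for example, which was well above background on all arrays, had log2 changes of 2.31 at 8 nM and -1.89 at 80 nM. TAFA5 changed by -1.10 and 2.11. Both were chosen after their values were seen. Several of the genes that rose at 8 nM and fell at 80 nM belong to families of near-identical copies, such as PRAMEF12, PRAMEF4 and PRAMEF15 or TRIM64, TRIM48 and TRIM49, so that probes may share transcripts, which was not tested; of the 166 genes, 114 have a symbol.

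Noise of probes near background was weighed first. Of the 166 genes, 82 were well above background on all 9 arrays, and of the 47 genes, 10, which argues against such noise for those genes. It is also argued against for 29 and 1 further genes, where each group was well above background on all of its arrays or on none, with a bound past 1.5-fold by 2 standard errors for the change. For the other 55 and 36 genes, noise near background and a real change cannot be told apart, since some group was near background on part of its arrays or its bound was too small; 73 of the 166 were not well above background on any 80 nM array. The counts also moved with the processing: the 166 became 70 with normexp background correction, 94 with the authors' log2 values and 257 with spike-in scaling, and the 47 became 4, 7 and 16. Without replicate 1 at 8 nM the 47 rose to 84. In each of these genes the 80 nM value comes from another slide than the other values, so a dose effect and a difference between slides cannot be told apart. A response that reverses between the concentrations stays open as a hypothesis.

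Several planned tests bear on the second slide. If hybridization or scanning had shifted single probes, the changes of different probes for one gene would be unrelated, but across 3023 genes with 2 probes they correlated at 0.5 at 80 nM, near the 0.567 at 8 nM, and at -0.001 after shuffling; of 453 genes with both probes called at 80 nM, 411 changed in the same direction. If labeling or scanning had changed signals in general, the spike-in controls would have changed too, but 0 of 10 spike-in probes passed 1.5-fold at 80 nM, where 36.8% of genes did. They did shift together, by 0.28 on average at 80 nM (range 0.13 to 0.45). If cells with other chromosome copy numbers had been used for the second slide, neighbouring genes would shift together over long stretches, more than at 8 nM: the spread of the medians of 50 neighbouring genes was 1.42 times that of shuffled genes at 80 nM and 1.41 times at 8 nM, and genes 20 or 50 places apart had correlations of -0.009 and -0.010 at 80 nM and of 0.008 and 0.004 at 8 nM, which argues against this for long stretches. Adjacent genes did correlate more at 80 nM, at 0.162 against 0.084 at 8 nM, so shifts of short stretches stay open and cannot be told apart from a response that adjacent genes share. If the slide alone had made the 80 nM changes, the genes called at 8 nM would not move the same way at 80 nM beyond chance, but 67% did when different untreated arrays were used for each concentration, and 51% would by chance. Position on the slides could also give this. In both treated groups replicate 1 lay in row 2 and the others in row 1, whereas all untreated arrays lay in row 2. If position had no part in it, which was not tested, these results argue against a slide effect as the whole cause. How much of the 80 nM change is due to the drug stays open.

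Long intergenic RNA features are not discussed in the paper. At 8 nM, 93 of 3829 measured features changed by at least 1.5-fold with an adjusted p under 0.05 (limma), 40 up and 53 down, or 2.43% against 6.15% of the genes with a symbol. At 80 nM, 1317 changed, 844 up and 473 down, or 34.4% against 34.3%. Of the 93 features, 57 were well above background on all arrays, as were 907 of the 1317, so noise near background does not account for these, nor for 4 and 119 further features with a measured or bounded change by the same rule; for the other 32 and 291 it stays open. The feature with the largest change among the 93 lies on chromosome 6, from 48044816 in the coordinates that the array design gives, and changed by 2.05 at 8 nM and 1.28 at 80 nM. The array design names no gene for these features, and whether a feature is part of a neighbouring gene was not tested.

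Other splits of the 6 arrays of each comparison were fitted as well. For 8 nM, 80 nM, the direct comparison and the lincRNA features at each concentration, 1 of 10 splits, the real one, gave as many calls. The real split gave 1501 calls at 8 nM and the highest other split 284, or 164 when only splits that part all pairs of arrays with the same number are counted. For 80 nM these were 7749 and 98, for the direct comparison 7300 and 467, for the lincRNA features at 8 nM 191 and 77, and at 80 nM 1416 and 27. With adjusted p-values from limma the real splits gave 970, 7665 and 7054 calls and 63 and 1396 lincRNA features, and the highest other split gave 0 in each case, with the unadjusted counts above. As 10 splits cannot give a share below 0.1, the splits alone do not exclude chance.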

How the results depend on the processing

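The fit with the replicate number as a block and only the untreated and 8 nM arrays was chosen after seeing the data; the other 22 alternatives were planned.

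Among single genes, the values at 8 nM and 80 nM were compared with the main values for the adjusted threshold (limma with Benjamini-Hochberg adjustment) and, where a value passed it in either, for direction. With 1 array left out in turn, 1261 of 1332 gene values gave the same outcome, 58 no longer passed the threshold, 13 newly passed it and 0 that passed changed direction. Under the other alternatives 1368 of 1466 gave the same outcome, 79 no longer passed, 18 newly passed and 1 that passed changed direction. Values past the threshold in neither could change sign, such as SP6 at 8 nM, which went from -0.21 to 0.16 without untreated replicate 3, and SP2 at 80 nM, which went from 0.08 to -0.20 with spike-in scaling. The value that passed and changed direction is SH3KBP1 at 80 nM, which changed by 0.48 by the probe used and by -0.55 with the mean of its probes, since its probes disagree. Of the 79 losses under the other alternatives, spike-in scaling accounted for most. With it, 29 of 74 values at 8 nM and 13 of 74 at 80 nM no longer passed the threshold. The change of MYC at 80 nM, between -1.39 and -1.08, of CDKN1A at both concentrations and of MDK and CRABP1 at 80 nM passed under all alternatives run for them.

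Background correction changed the counts. With normexp, the genes up at 8 nM were 448 in place of 928 (435 in place of 810 after adjustment) and those down 300 in place of 620 (191 in place of 309). At 80 nM they were 2400 up in place of 4104 (2389 in place of 4017 after adjustment) and 2352 down in place of 3561. At both concentrations, 142 were up in place of 426 and 194 down in place of 311. In the direct comparison 2286 were higher in place of 4133 and 1990 lower in place of 3036 after adjustment, and the correlation of the changes at the 2 concentrations was 0.276 in place of 0.205. The offset of this method draws the changes of dim probes toward 0 by its construction; how much of the fall is due to it was not tested.

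With the arrays scaled to their spike-in controls, the median change of all genes moved from -0.06 to 0.02 at 8 nM and from 0.08 to -0.20 at 80 nM, and 72% of the genes called at 80 nM were down-regulated in place of 46.5%, while 78.7% of those called at 8 nM were up-regulated in place of 59.9%. The adjusted count up at 8 nM was 347, the counts down were 327 and, after adjustment, 26, the counts up at 80 nM were 2224 and, after adjustment, 1807, and the count down was 5727. At both concentrations 203 were down, and in the direct comparison 1298 were higher and 5079 lower. The cause was not tested.

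With the authors' log2 values, 614 genes were up and 291 down at 8 nM, 201 down after adjustment, 212 up and 173 down at both concentrations, and 2629 higher at 80 nM than at 8 nM. The cause was not tested.

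The filter on dim probes mattered for down-regulated genes at 8 nM. With no filter, which raised the genes tested to 35010, 1032 were down at 8 nM and 475 at both concentrations, and the correlation was 0.293. With the filter on all 9 arrays, which left 18844 genes, 399 were down at 8 nM and the correlation was 0.319. Quantile normalization, scaling to the median, the mean of probes and a fit of only the groups compared left these counts within 1.5 times their main values. With adjusted p-values, 168 genes were down at both concentrations in place of 311. Counting each probe raised the totals to 1929 at 8 nM and 9446 at 80 nM.

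Leaving out 1 array at a time, the genes down at 8 nM lay between 466 and 1120, those after adjustment between 228 and 534, and those down at both concentrations between 216 and 543. The highest value of each came without replicate 1 at 8 nM, where 46.9% of the genes called at 8 nM were up-regulated in place of 59.9%; on slide 1 this is the only 8 nM array in the row of the untreated arrays, and the cause was not tested. The genes down at 8 nM and up at 80 nM rose to 84 from 47 without the same array, and the other counts of genes stayed within 1.5 times their main value. The correlation of the changes at the 2 concentrations lay between 0.182 and 0.248.

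With the replicate block in the paired fit over all arrays, 1541 genes changed at 8 nM and 7636 at 80 nM, in place of 1548 and 7665, and of the genes given here EGR2, SP9 and CAV2 lost their adjusted call at 8 nM, with log2 changes of 0.34, -0.43 and 0.83. With the replicate block and only the untreated and 8 nM arrays, the alternative chosen after seeing the data, 167 genes were down at 8 nM after adjustment in place of 309; that fit has fewer arrays and fewer degrees of freedom. Only the counts at 8 nM were run with that fit. The block over all arrays changed no other adjusted call against untreated cells of a gene given here. Other counts shifted with it. After adjustment 790 genes were up at 8 nM in place of 810, and 269 were down in place of 309. At both concentrations 430 were up in place of 426 and 300 down in place of 311. The odds ratio of the transcription class among genes down at 80 nM was 1.47 in place of 1.48. The total tally over the lists of Table S2 did not change.

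The transcription class kept its odds ratio above 1 among genes down at 80 nM under all alternatives run for it and lost significance only with the ZNF family alone, with an odds ratio of 1.21 (Fisher's exact test, p = 0.14). The ribosomal protein genes had 0 down-regulated at 80 nM under all alternatives run for them. Tallies of the lists of Table S2 changed by over 1.5 times under spike-in scaling, which made 21 genes up at 80 nM under DNA repair in place of 46 and 4 under the G1/S checkpoint in place of 9, and with the mean of probes, which made 2 of the 8 genes under Sp1 down at both in place of 4; the tallies of 1 and 2 up-regulated genes under Sp1 and YY1 moved between 0 and 2.

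Some alternatives that were planned were not run as written. Normexp used the median spot signal in place of the mean. A slide or scan block could not be fitted for the 80 nM arrays, which have a slide of their own, and the untreated and 8 nM arrays share a slide and a scan. The alternatives for Sp1 sites were left out together with those tests. Signal over background limits the values of dim probes: at 80 nM, 598 genes that were well above background in all untreated arrays were not so on any treated array, and at 8 nM 117, and for these only bounds can be given.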

Differences from the paper's values

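The fit with the replicate number as a block on only the untreated and 8 nM arrays was chosen after the results were seen, and no other test or setting in this part was.

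At 8 nM DIG-MSK the paper's number of affected genes is 667, and 1548 were called here. The value lies within 1.5 times the paper's with normexp background correction (748) and with the authors' log2 values (905), and not under the other alternatives, among them adjusted p-values (1119), the filter on all 9 arrays (1090), spike-in scaling (1532) and each array left out in turn (1401 to 2110).

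The paper's number of genes down-regulated at 8 nM is 160, and 620 were called here. No alternative changed alone came within 1.5 times of it; the nearest were the authors' log2 values (291), normexp background correction (300) and adjusted p-values (309). With adjusted p-values and a further change together, it came within 1.5 times with normexp background correction (191), the authors' log2 values (201), only the groups compared in the fit (235), without untreated replicate 1 or 3 (232 and 228), without replicate 3 at 8 nM (230), and with the replicate number as a block on only the untreated and 8 nM arrays (167). Spike-in scaling with adjusted p-values gave 26.

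For 80 nM the paper's number of affected transcripts is 4889, and 7665 were called here. With normexp background correction (4752), the authors' log2 values (5719) and the filter on all 9 arrays (5868) the value lies within 1.5 times of the paper's, and under the other alternatives it does not, the lowest of them being 7356 without untreated replicate 1. The number down-regulated at 80 nM, 3561 here, is within 1.5 times of the paper's 2503.

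The paper's number of genes down-regulated at both concentrations is 105, and 311 were called here. All alternatives gave more than 1.5 times the paper's value, the lowest being 168 with adjusted p-values and 173 with the authors' log2 values. For genes up- or down-regulated at both concentrations the paper's number is 278 and the value here 737; normexp background correction (336) and the authors' log2 values (385) came within 1.5 times, and no other alternative did.

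The paper states that most genes with altered expression were down-regulated by the higher concentration. Of the genes called at 80 nM here, 46.5% were down-regulated. Spike-in scaling gave 72%, the authors' log2 values 50% and normexp background correction 49.5%.

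The paper states that GRN was up-regulated by 8 nM and down-regulated by 80 nM DIG-MSK. Here its log2 change was 0.70 at 8 nM and 0.65 at 80 nM, and it was positive at 80 nM under every setting run for it (0.37 to 0.70).

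The paper states that genes of the large cluster in Fig. 4A were down-regulated in a dose-dependent way. Of the genes of it given here, VAV2, GNB1L and SLC19A1 were lower at 80 nM than at 8 nM after adjustment, SH3KBP1 was higher by the probe used, and HDAC4, MKI67, FANCA and E2F1 did not differ. SH3KBP1 changed by 0.48 at 80 nM by the probe used, and by -0.55 with the mean of its probes.

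The paper states that the genes of cluster a responded more strongly to 80 nM. Of the 5 genes measured here, 4 did, and CDKN1A had a difference of 0.09 between the concentrations (adjusted p = 0.63, limma with Benjamini-Hochberg adjustment).

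The paper states that the protein levels of Sp1 and Sp3 went with a down-regulation of gene expression by the drug. This can be read as the expression of SP1 and SP3 themselves. On the arrays, SP1 changed by 0.04 at 8 nM and -0.16 at 80 nM and SP3 by -0.07 and 0.00, and no setting run for them called either gene at either concentration.

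The paper states that the changes of the qRT-PCR panel, some of them less pronounced, were in keeping with its arrays. Of the genes of the panel given here, CDKN1A was called at both concentrations by the study's rule and E2F1 at 8 nM only. TFDP1, CCNB1 and GTSE1 passed the adjusted threshold at 8 nM (limma with Benjamini-Hochberg adjustment) with changes below 1.5-fold, and SP1, SP3 and BRCC3 passed it at neither concentration. With the mean of its probes BRCC3 changed by -0.42 at 8 nM and -0.46 at 80 nM and passed it, as it did at both concentrations without replicate 2 at 8 nM and at 80 nM with quantile normalization and with only the groups compared.

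In the text of Table S2 as read here, the lists under Sp1 and YY1 stand under the heading of genes up-regulated by 80 nM only. They follow a page break, so that heading may belong only to the lists below them. The paper's text describes networks of down-regulated genes, so a conflict within the paper cannot be inferred. Here 58 of 74 measured genes under Sp1 and 33 of 46 under YY1 were down-regulated at 80 nM, and 1 and 2 were up-regulated.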

Other observations

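The tests of the genes lost at 80 nM were chosen only after the result was seen.

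At 80 nM DIG-MSK, 598 genes that were well above background on all 3 untreated arrays were not well above background on any 80 nM array, and 293 genes went the other way. For 67 of the lost genes the bound was at least 16-fold, and 3 of the gained genes reached it. At 8 nM, 117 genes were lost and 42 gained, none of either with such a bound (0 and 0). Among the 67 lost genes, 58 have a symbol, and those named here were chosen after their values were seen: HOXB9 was at least 265-fold lower, ISL1 at least 186-fold and PRRX1 at least 112-fold. CXCR4 and LIN28A were also lost. KCNMA1, which the paper studied by ChIP, is among the 67 as well.

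Whether these genes also responded to the lower concentration was examined on slide 1. Their median log2 change at 8 nM was 0.05, with 29 genes lower and 38 higher, and 66 of the 67 were well above background on all 8 nM arrays. After adjustment 3 were lower (limma with Benjamini-Hochberg adjustment) and 8 higher. If transcription of a gene had stopped completely at the start of the 24-h treatment, a loss of this size would need an RNA half-life of at most 3 to 6 h, depending on the gene. A first hypothesis is that the drug stops transcription of these genes only above a threshold between the concentrations. A second is that the cells of the 80 nM cultures came from a different stock than those of slide 1, without a change in copy number, which may differ in genes that are fully on or off. The median of 0.05 and the count of 3 go with either, because a threshold response and a different stock both leave the 8 nM arrays unchanged, and the 2 cannot be told apart since every 80 nM array lies on the second slide. A comparison of untreated cells of both stocks on one slide would decide it.

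CYR61, now named CCN1, rose by 1.98 at 80 nM, while CCN2, a member of the same family that rose by 1.70 at 8 nM, was not well above background on any 80 nM array. CCN2 was chosen after its values were seen, and no explanation was tested.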
